# The functional role of L-fucose on dendritic cell function and polarization

**DOI:** 10.3389/fimmu.2024.1353570

**Published:** 2024-04-05

**Authors:** Chase Burton, Amirreza Bitaraf, Kara Snyder, Chaomei Zhang, Sean J. Yoder, Dorina Avram, Dongliang Du, Xiaoqing Yu, Eric K. Lau

**Keywords:** dendritic cells, L-fucose, myeloid cells, antigen presentation, tumor immune microenvironment

## Abstract

Despite significant advances in the development and refinement of immunotherapies administered to combat cancer over the past decades, a number of barriers continue to limit their efficacy. One significant clinical barrier is the inability to mount initial immune responses towards the tumor. As dendritic cells are central initiators of immune responses in the body, the elucidation of mechanisms that can be therapeutically leveraged to enhance their functions to drive anti-tumor immune responses is urgently needed. Here, we report that the dietary sugar L-fucose can be used to enhance the immunostimulatory activity of dendritic cells (DCs). L-fucose polarizes immature myeloid cells towards specific DC subsets, specifically cDC1 and moDC subsets. *In vitro*, L-fucose treatment enhances antigen uptake and processing of DCs. Furthermore, our data suggests that L-fucose-treated DCs increase stimulation of T cell populations. Consistent with our functional assays, single-cell RNA sequencing of intratumoral DCs from melanoma- and breast tumor-bearing mice confirmed transcriptional regulation and antigen processing as pathways that are significantly altered by dietary L-fucose. Together, this study provides the first evidence of the ability of L-fucose to bolster DC functionality and provides rational to further investigate how L-fucose can be used to leverage DC function in order to enhance current immunotherapy.

## 1 Introduction

The myeloid compartment comprises a diverse subset of immune cells that can shape the immunological landscape in tumors (1–4). Broadly, myeloid cells (MCs) play key roles in mediating tumor suppression through early detection of tumor antigens, initializing recruitment of adaptive immune cells to the tumor microenvironment (TME) and elimination of pre-malignant and early-stage tumor cells (5, 6). As such, tumor-induced deregulation of the myeloid compartment can significantly influence tumor progression by stimulating tumorigenesis and enforcing an immunosuppressive microenvironment that undermines the efficacy of immunotherapies (7–10). Pro-tumorigenic MCs, such as myeloid-derived suppressor cells (MDSCs), regulatory dendritic cells (DC_reg_), tumor-associated macrophages and neutrophils (TAMs and TANs, respectively), represent an unique challenge for cancer immunotherapies. These populations promote tumorigenesis by abrogating anti-tumor immune function *via* suppressive mechanisms including attenuation or inhibition of intratumoral T cell activation and infiltration, promoting tumor antigen tolerance, and facilitating tumor metastasis (11–18). Thus, the immunosuppressive activities of these MCs can significantly contribute to poor clinical outcomes across a wide range of tumor types (19, 20). Recent studies have reported promising approaches for mitigating the immunosuppressive activities of these pro-tumorigenic MCs such as cytokine therapy (21, 22), immune depletion *via* gemcitabine (23) or reprogramming of populations through cytokines such as IFN-α/β and TNF-α (24, 25). Although these approaches have demonstrated the conceptual feasibility of therapeutically blocking immunosuppressive MC activities in tumors, they can result in a wide variety of adverse effects, including neuropsychiatric disorders (26), autoimmune disease onset (27), and off-target and deleterious co-morbidities observed in other bodily systems (28). For these reasons, novel therapeutic approaches to inhibit the development or activity of immunosuppressive MCs while sparing or promoting immunostimulatory MCs are urgently needed.

Dendritic cells (DCs) are a MC subset that is well established for its roles in regulating adaptive immune responses (29, 30). This MC subset is further subdivided by distinguishable phenotypic and/or functional characteristics. Conventional DC type 1 and 2 (cDC1 and cDC2) prime CD8^+^ and CD4^+^ T cell subsets, respectively, toward viral infections and cancer *via* antigen-loaded major histocompatibility complexes (MHC) to activate T cell responses towards the corresponding antigen of interest (30, 31). Monocyte-derived DCs (moDCs) are another major subtype of DCs, which can prime both CD8^+^ and CD4^+^ T cells, while also playing a key role in the innate inflammatory response (32). Dendritic cells are crucial for establishing effective and durable anti-tumor immune responses (33–36). A number of emerging anti-tumor immunotherapies leverage DC functions, such as DC vaccines (DCV), which comprises the pre-loading of DCs from a patient’s own DC repertoire with exogenous tumor antigens *ex vivo* (34, 37–40). This therapeutic modality allows for the priming of an abundance of DCs, which upon reinfusion, mediates a potent antitumor immune response that is mounted against tumor cells that present specific target antigens (38). However, DCV efficacy is often limited by tumor cells and pro-tumorigenic myeloid cells, which can abrogate anti-tumor DC function and maturation, causing release of tolerogenic cytokines, downregulation of antigen-presenting machinery, and upregulation of immunosuppressive molecules (41–44). Specifically, suboptimal *ex vivo* expansion and antigen uptake capacity of each individual patient’s DCs are major clinical challenges that limit DCV efficacy (10, 45). Thus, new therapeutic strategies that increase the proliferation and/or maturation of DCs *ex vivo* while maintaining or enhancing their functionality are urgently needed and expected to enhance clinical outcomes of DC-mediated therapies for patients.

L-fucose (L-fuc) is a dietary deoxyhexose plant sugar that is found in particularly high abundance in red and brown seaweeds (46, 47). In a process known as fucosylation, exogenous L-fuc is uptaken and processed in cells *via* the fucose salvage pathway and converted into GDP-L-fuc, which is conjugated onto proteoglycans in the ER or Golgi by 13 fucosyltransferases (FUTs) (48–52). In addition, GDP-L-fuc can also be cross-converted from intracellular GDP-mannose *via* the *de novo* synthesis pathway (53). Fucosylation can play crucial roles in regulating a range of processes including but not limited to cell:cell interactions, cell signaling, adhesion, protein folding, and unfolded protein response in normal and pathological biology (54, 55).

In cancer, increasing studies have reported associations of altered protein fucosylation or L-fuc levels with tumor presence or tumor progression. However, our mechanistic understanding of the functional and mechanistic contributions of altered levels of L-fuc or specific fucosylated proteins—as well as those of the individual FUTs—in tumorigenesis remains limited. Recent studies have however determined roles for a number of FUTs in the progression of cancer, which are currently under investigation as novel biomarkers or therapeutic targets. Briefly, reported examples include how FUT8 can mediate tumorigenesis by the increasing motility and potentially immune evasive capacity of melanoma cells (56), how FUT2 and 7 can increase proliferative capacity of lung cancer (57), and how FUT3 can exhibit a similar function in colorectal cancer (58). Interestingly, our group has recently shown that androgen can trigger upregulation of *Fut4*, inducing increased metastasis in men (59). While these studies illustrate the functional contributions of L-fuc and FUTs in tumorigenesis, we still lack a clear understanding of their precise mechanistic roles in the biology and functions of immune cell within the tumor microenvironment.

Given the emerging functional contributions of L-fuc to the biology of tumor cells, how protein fucosylation regulates the signaling and biology of immune cells—crucial microenvironmental regulators of tumor development, progression, and spread—while poorly understood, are the subject of increasing study. To present, few studies have reported the effect that L-fuc has on immune cells. However, fucosylation has previously been shown to be crucial for immune cell development and interactions. Several key immunomodulatory molecules — such as Notch1, IgG and the T cell receptor — are known to require fucosylation for proper function (60–63). These and other studies support the concept of therapeutic leveraging of fucosylation in immune cells to treat cancer (64–66). Our laboratory, which previously reported a role for L-fuc in restraining the metastatic capacity of melanoma cells (67), recently uncovered mechanistic roles for L-fuc in driving anti-melanoma immune responses. Specifically, we discovered that fucosylation of tumor-expressed MHC-II protein HLA-DRB1 triggers CD4^+^T cell-mediated induction of tumor-infiltrating immune cells and tumor suppression (68). Further tumor immunological profiling in this study revealed that L-fuc significantly alters DC subpopulations within the tumor and draining lymph node—an intriguing observation that prompted the initiation of this study. Although the precise mechanistic impact of L-fuc on DC biology and anti-tumor functions is unknown, our findings and others support the existence of a fucosylation-regulated mechanism that can modulate DC biology and promote their tumor-suppressive activities (69–71). Elucidation of such a pathway(s) is expected to identify novel therapeutic targets/modalities and provide key insight into signaling mechanisms in DCs that may have previously been understudied in the context of both immunology and immuno-oncology.

The use of L-fuc as a novel therapeutic agent has previously been reported by other groups to be a safe and effective option for patients—albeit not in cancer. Specifically, L-fuc has been studied as an experimental therapeutic agent for the treatment of leukocyte adhesion deficiency ll (LAD ll) (72). In this study, the authors observed no apparent adverse side effects to the oral administration of L-fucose at dosages of up to 492mg/kg. The use of up to ~1,400mg/kg/day of L-fuc for LAD ll is currently being investigated in 2 phase 3 clinical trials (#NCT05462587 and #NCT05754450). Additionally, the oral administration of L-fuc is being tested as potentially novel therapies for Alzheimer’s disease, to stimulate neurons under neurodeficient conditions (https://www.biorxiv.org/content/10.1101/2022.08.11.503673v1.full). Finally, previous studies have demonstrated that fucoidan, a plant-derived sulfated polymer of L-fucose, elicits apoptosis and prevents invasion in neck squamous cell carcinoma (73, 74). Additionally, a recent study has found that treatment with fucoidan can reverse the immunosuppressive re-education of macrophages in oral squamous cell carcinoma to stimulate an anti-tumor immune response (75). Thus, dietary fucoidan represents a potential alternate source of L-fuc-derived treatment. Together, these studies demonstrate that L-fuc is an effective and safe therapeutic agent for a variety of pathologies.

Here, we report that treatment with L-fuc enhances immunostimulatory activity, and notably, induces differential polarization of DCs, promoting myeloid maturation toward monocyte-derived DCs (moDC). This enhancement of immunostimulatory activity is characterized by the ability of DCs to increase T cell proliferation and activation. The L-fuc-treated DCs also exhibit increased antigen processing capacity and upregulated cell surface levels of MHC class ll. Single-cell RNA sequencing (scRNAseq) revealed that L-fuc upregulated genes associated with antigen processing and peptide loading, suggesting prominent upregulation of the antigen presentation pathway driving these observations. These data provide a preclinical rationale for the use of L-fuc to enhance DC functionality and its application to enhance DC-based therapeutic modalities, such as DCV. Additionally, our study is the first to our knowledge to investigate the global transcriptomic effects of L-fuc on intratumoral myeloid subsets, providing a breadth of novel mechanistic insight that future investigations may use to inform and enhance the efficacy of immunotherapies.

## 2 Materials and methods

### 2.1 Dendritic cell preparation

Dendritic cells were enriched from bone marrow (BM)-derived myeloid progenitors of BALB/c mice as previously described (76). Bone marrow cells were seeded at 1x10^6^ cells/mL and cultured in RPMI supplemented with 20ng/mL IL-4 [Peprotech (Cranbury, NJ)], 20ng/mL GM-CSF [Peprotech (Cranbury, NJ)], 10% fetal bovine serum [Sigma (St. Louis, MO)], and 10x Penicillin-Streptomycin (VWR) in the presence or absence of 250mM L-fuc [Carbsynth (San Diego, CA)] at 37°C in 5% CO_2_ unless otherwise noted. After 3 days, cells were supplied with fresh media with serum and additives. After 3 additional days, the cells were again supplied with fresh media and additives, including 10ug/mL LPS [Sigma (St. Louis, MO)]. After 24 hours, the treated cells were harvested for studies as indicated.

### 2.2 Mouse studies

Flow cytometric profiling of intratumoral immune subsets was performed on the following mouse model of breast cancer: 4-6-week-old female BALB/c mice were injected with 1x10^5^ 4T1 cells into the inguinal mammary fat pad. After 10 days, the mice were supplied with either control (n=5) or 500mM L-fuc (n=5)-supplemented water *ad libitum.* A treatment dosage of 500mM was chosen based on consistent maximal tumor suppression found in a L-fuc dose titration mouse model (**Supplementary Figure 2**) Tumor volumes were measured until the largest tumor reached endpoint (maximal volume of 1.5cm^3^), at which point all of the mice were sacrificed, and the tumors were subjected to flow cytometric profiling.

### 2.3 Single-cell RNA sequencing

For single-cell RNA sequencing of intratumoral immune cells, 4-6-weeks-old C3H/HeJ or BALB/c mice were injected subcutaneously into the right flank with 1x10^6^ SW1 melanoma cells or with 1x10^5^ 1T4 cells as above, respectively. After 14 days, a pretreatment mouse cohort (n=3) was sacrificed, and the harvested tumors were subjected to scRNAseq. The remaining mice were administered either control (n=6) or L-fuc (n=6; 100 or 500mM for SW1 or 4T1 models, respectively)-supplemented water *ad libitum* as previously described (67, 68). Tumors were harvested at 7 and 21 days after initiation of L-fuc treatment and subjected to scRNAseq analyses by 10X Genomics Chromium Single Cell Controller for single-cell RNA-sequencing library preparation [10X Genomics (Pleasanton, CA)]. Reverse transcription was then performed on encapsulated individual cell droplets to generate cDNA and generate cDNA libraries. These libraries were sequenced using an Illumina NovaSeq 6000 instrument with v1.5 Reagent kit for 100 cycles; a 10X Genomics CellRanger software was used for alignment and gene counting.

### 2.4 Single-cell RNA-sequencing data processing, clustering, and annotation

Sequencing reads were mapped against mm10 mouse transcriptome and processed for UMI counting using Cell Ranger (v3.0, 10X Genomics). Barcodes with UMI counts were imported to Seurat v4.0 (77) for downstream analysis. Cells with less than 200 genes detected, with greater than 10% mitochondrial UMIs, or with complexity score (log10GenesPerUMI) less than 0.8 were filtered out; genes detected in less than three cells were also excluded. Doublets were detected using Scrublet (78), DoubletFinder (79), and scDblFinder (80), using 0.08% doublet rate for every 1,000 cells. Cells identified as doublets by more than one method were removed. Raw UMI counts were log normalized and the top 5,000 variable genes were detected in each sample separately. S and G2/M cell cycle phase scores were assigned to cells using *CellCycleScoring* function. Individual mice samples were further integrated to remove batch effects using *IntegrateData* function (81) in Seurat with anchor.features =8,000. Scaled z-scores for each gene were calculated using *ScaleData* regressing against total reads count, mitochondrial UMIs percentage, cell cycle phases, and log10GenesPerUMI. Principal component analysis was performed on the integrated data and a shared nearest neighbor (SNN) graph was constructed using the first 40 principle components. Clusters were identified using the by Louvain clustering (82) implemented in *FindClusters* function at resolution=0.8. Uniform manifold approximation and projection (UMAP) was used to visualize gene expression and clusters. Differential expression analysis for each cluster was performed using *FindAllMarkers* function in Seurat with default settings. Clusters were further annotated by comparing differential genes with markers previously associated with T cells (*Cd3e, Cd3d, Cd3g*), B cells (*Cd79a, Cd79b, Cd19*), NK cells (*Gzma, Klrb1c, Ncr1*), cDC1 (*Xcr1*, *Clec9a*, *Itgae*, *Batf3*), cDC2 (*Lilrb4a*, *Itgax*, *Csf1r*, *Mgl2*), mregDC (*Fscn1*, *Ccl22*, *Cacnb3*, *Ccr7*, *Fabp3*), monoDC (*Cd7, Atp1b1, Clec10a, Cd209d*), Macrophages (*C1qc, C1qb, Apoe*), Monocytes (*Plac8, Ly6c2, Arg1*), Neutrophils (*S100a9, S100a8, Mmp9*), and Mast cells (*Cpa3, Hdc, Ifitm1*) (**Supplementary Figure 6C**). For marker gene bubble plot, gene-level average expression was calculated for each cluster and then Z-score normalized.

### 2.5 Differential expression and gene set enrichment analysis

To systematically identify effects of L-fucose, differential expression analysis was performed followed by gene set enrichment analysis (GSEA) that compared cDC1 populations within L-fuc-fed vs. control mice. Volcano plot was used to show differential expression results (**Supplementary Figure 6D**). Genes were ranked based on -log10(p-value)*(sign of log2(fold-change)) resulted from the differential analysis, with most up-regulated genes at the top and most down-regulated genes at the bottom. Pre-ranked GSEA was performed on gene rankings using R package fgsea (83) with 10,000 permutations, against REACTOME databases from MsigDB (84–86).

### 2.6 Antibodies

The following antibodies were used for experiments involving flow cytometric analyses as indicated in the main text and Figure Legends: FITC rat anti-F4/80 [0.4ug/uL, Biolegend (San Diego, CA)], BV711 rat anti-I-A/I-E [0.4ug/uL, BD Biosciences (San Jose, CA), PE rat anti-perforin [0.4ug/uL, Biolegend (San Diego, CA)], PE anti-CD209 [0.4ug/uL, Tonbo Biosciences (San Diego, CA)], PE/Dazzle mouse anti-FCγlll [0.4ug/uL, Biolegend (San Diego, CA)], APC rat anti-Ly6G [0.4ug/uL, Biolegend (San Diego, CA)], BV605 rat anti-ly6C [0.4ug/uL, Biolegend (San Diego, CA)], BV510 mouse anti-XCR1 [0.4ug/uL, Biolegend (San Diego, CA)], PerCP/Cyanine5.5 rat anti-CD40 [0.4ug/uL, Biolegend (San Diego, CA)], BV650 hamster anti-CD103 [0.4ug/uL, BD Biosciences (San Jose, CA)], PE/Cy7 American Hamster anti-CD11c [0.4ug/uL, Biolegend (San Diego, CA)], FITC rat anti-CD45 [0.4ug/uL, BD Biosciences (San Jose, CA)], BV421 rat anti-CD8a [0.4ug/uL, BD Biosciences (San Jose, CA)], BV605 rat anti-CD86 [0.4ug/uL, BD Biosciences (San Jose, CA)], APC rat anti-GR-1 [0.4ug/uL, Biolegend (San Diego, CA)], BV785 rat anti-CD8a [0.4ug/uL, Biolegend (San Diego, CA)], BV421 rat anti-CD103 [0.4ug/uL, BD Biosciences (San Jose, CA)], APC-R700, rat anti-F4/80 [0.4ug/uL, BD Biosciences (San Jose, CA)], BV785 rat anti-CD11b [0.4ug/uL, Biolegend (San Diego, CA)], PE rat anti-H2 [0.4ug/uL, Biolegend (San Diego, CA)], and APC rat anti-CD45 [0.4ug/uL, Biolegend (San Diego, CA)].

### 2.7 In vitro studies

Unless otherwise indicated, BM-derived DCs were derived as indicated above for the following *in vitro* assays:

### 2.8 Neutral bead uptake

Control- and L-fuc-treated DCs were incubated with 10mg/mL of Fluorescent Polystyrene Microspheres [Lab 261 (Palo Alto, CA)] for 8 hours at 4 or 37°C in RPMI. Cells were then washed 3 times with PBS, fixed in 5% formaldehyde, and analyzed by flow cytometry.

### 2.9 Dendritic cell antigen processing

Control- and L-fuc-treated bmDCs were incubated with 5ug/mL of DQ-OVA (Invitrogen (Waltham, MA) for 30 mins at 37°C in RPMI as previously described (87). The DQ-OVA-containing media was then removed and cells were then washed 3 times with PBS and incubated for the indicated time at 37°C in RPMI. At the indicated timepoints the cells were then fixed with 5% PFA and analyzed by immunofluorescence.

### 2.10 Dendritic cell antigen uptake

Control- and L-fuc-treated bmDCs were incubated concurrently with 5ug/mL of DQ-OVA [Invitrogen (Waltham, MA)] and 50nM LysoTracker^®^ [ThermoFisher Scientific (Waltham, MA)] for 30 mins at 37°C in RPMI as previously described (87). The DQ-OVA- and LysoTracker^®^-containing media was then removed, and cells were then washed 3 times with PBS before being fixed with 5% PFA and analyzed by immunofluorescence.

### 2.11 Dendrite length

Dendritic cells were cultured on glass coverslips coated with 10ug/mL of fibronectin [Sigma-aldrich (St. Louis, MO)]. After 6 days of culture, cells were stained with Phallodin 488 [1:300 dilution; Caymen Chemical company (Ann Arbor, MI)]. Images of the cells were acquired using a Keyence BZ-X700 fluorescent microscope [Keyence (Itasca, IL)], and the resulting images were processed, and dendrite lengths (as defined by length of protrustion from the soma) were measured using FIJI (NIH, Version: 2.3.0/1.53q).

### 2.12 Analysis of cytokine production

Supernatants from cultured DCs were harvested and analyzed for secreted cytokines as indicated below unless otherwise noted. For IFNγ release, supernatants from T cells cultured in the presence or absence of treated DCs were analyzed using ELISA MAX kits [Biolegend (San Diego, CA)]. To measure nitrite production, supernatants were subjected to the Griess Test assay [Invitrogen (Waltham, MA)]. To study cytokine production, supernatants were analyzed using the LEGENDplex system [Biolegend (San Diego, CA)], followed by flow cytometric analysis using Biolegend software.

### 2.13 Flow cytometry

Cells were harvested and washed with PBS on ice. Cells were then blocked in 0.5% BSA for 30 minutes on ice, followed by labeling with indicated antibodies for 30 minutes on ice, and lastly, the cells were fixed in 2% PFA for 30 minutes on ice. Expression of indicated markers were detected using a BD LSR ll flow cytometer [BD Biosciences (San Jose, CA)] followed by FlowJo software analysis. Gating strategies are outlined in **Supplementary Figure 1**.

### 2.14 qRT-PCR

RNA was extracted from cells treated as indicated using the Gene Elute Mammalian Total RNA Extraction System [Millipore Sigma (St. Louis, MO)]. cDNA was generated from the RNA using the High-Capacity cDNA Reverse Transcription Kit [ThermoFisher Scientific (Waltham, MA)]. qRT-PCR analysis was then performed using the FastStart Universal SYBR Green Master Mix [Roche Diagnostics, (Indianapolis, IN)] and a BioRad CFX96 Real-time system [BioRad Laboratories, (Hercules, CA)]. Unless otherwise indicated, the following cycle was used for qRT-PCR: 95°C for 10 min and 35 cycles of 95°C for 15 seconds, 55°C for 60 seconds, and 72°C for 30 seconds. Gene expression was normalized to *H3A* histone levels of the indicated control samples. The primers were generated using the NCBI primer blast software [IDT (Coralville, Iowa)] (**Supplementary Table 1**).

### 2.15 Quantification and statistical analysis

GraphPad Prism was used for statistical analyses. Comparisons between 2 treatment groups were made using Student's T-test and reported as p-values and standard errors of the mean (SEM). Unless otherwise noted, all experiments were performed at minimum in independent biological triplicate.

## 3 Results

### 3.1 L-fucose increases the abundance and alters the polarization of intratumoral dendritic cells

Based on our recent study demonstrating that L-fuc can promote a tumor-suppressive immune landscape in melanomas (68), we sought to determine if the apparent anti-tumor immunological effects are conserved in other tumor types, particularly those that are generally considered as immunosuppressive tumor microenvironments (i.e., breast cancer). To explore this possibility, we implanted female BALB/c mice with 1x10^4^ syngeneic 4T1 triple negative mouse breast tumor cells and fed the mice ± 500mM L-fuc, a concentration that we found to induce similar levels of suppression of the 4T1 tumors as in our previous melanoma models (**Figure 1A**; **Supplementary Figure 2**). Importantly, we found that L-fuc also induced the accumulation of intratumoral immune cells, including CD3^+^ T cells (**Figures 1B, C**). Intriguingly, in this breast tumor model, although T cells were significantly increased, the intratumoral immune cell subset that was most increased by L-fuc was CD11c^+^ DCs (**Figures 1B, C**). As oral L-fuc is a systemic treatment that may elicit a range of direct and indirect effects on multiple other cell types, it is important to establish the effect of L-fuc on individual cell populations to gain a better understanding of how to properly leverage L-fuc treatment in the future by removing factors that may affect DC function in the tumor microenvironment or by other immune cells. To this end, we first assessed the potential effects of L-fuc on DCs derived from bone marrow (BM) myeloid progenitor cells of healthy BALB/c mice as this would provide us with information on how L-fuc interreacts with DCs to establish a precedent that future studies can apply to harnessing the function of L-fuc on intratumor DCs. At 7 days of treatment after initial BM isolation, BM myeloid progenitors treated concurrently with IL-4 and GM-CSF to stimulate DC maturation (76) and L-fuc produced significantly more DCs compared with progenitors stimulated with IL-4 and GM-CSF alone (**Figure 1D**), suggesting that L-fuc enhances DC proliferation. Flow cytometric profiling revealed that L-fuc treatment increased the abundance of each major DC subset (DC1, DC2, and monocyte-derived DC (moDC)), although interestingly, the cDC1 and moDC subsets were most increased (**Figure 1E**). Additionally, we found that the culture conditions used to generate bmDCs yielded minimal numbers of macrophages that were unaffected by L-fuc (**Supplementary Figure 3**), indicating that our use of bone marrow-derived DCs (bmDCs) is an effective method to define DCs in our studies. Together, these findings revealed that L-fuc modulates DC abundance *in vitro* and *in vivo* and alters subtype differentiation of DCs. Given the significant increases in abundance and subtype differentiation observed after L-fuc treatment, we sought to determine if L-fuc alters the ability of the DCs to process antigen and activate T cells—key functions that might help to mechanistically explain contributions of DCs in L-fuc-mediated enhanced functionality. To functionally determine if L-fuc, and more broadly, fucosylation significantly alters the ability of DCs to activate T cells, we co-cultured control or fucosylation-modulated bmDCs with peripheral T cells and measured T cell interferon gamma (IFNγ) release and proliferation. To this end, we cultured DCs in media supplemented with a mimic of L-fuc, 2FF, which inhibits FUTs, abrogating cellular fucosylation of proteins (88) or with L-fuc (to increase fucosylation) as described. Treatment of bmDCs with L-fuc prior to co-culture with T cells augmented T cell activation, as reflected by increased IFNγ release and T cell proliferation (**Figures 1F, G**, respectively). In contrast, treatment with 2FF reduced T cell proliferation. Together, our findings suggest that L-fuc may enhance DC-mediated T cell activation by increasing fucosylation of key proteins that regulate DC biology. Future studies are warranted to investigate the specific proteins that are fucosylated in DCs to further verify this possibility. These data suggest that pre-treatment of the bmDCs with L-fuc increased T cell proliferation and IFNγ secretion, suggesting that L-fuc augments the immunostimulatory functions of DCs—including antigen uptake and presentation.

**Figure 1:**
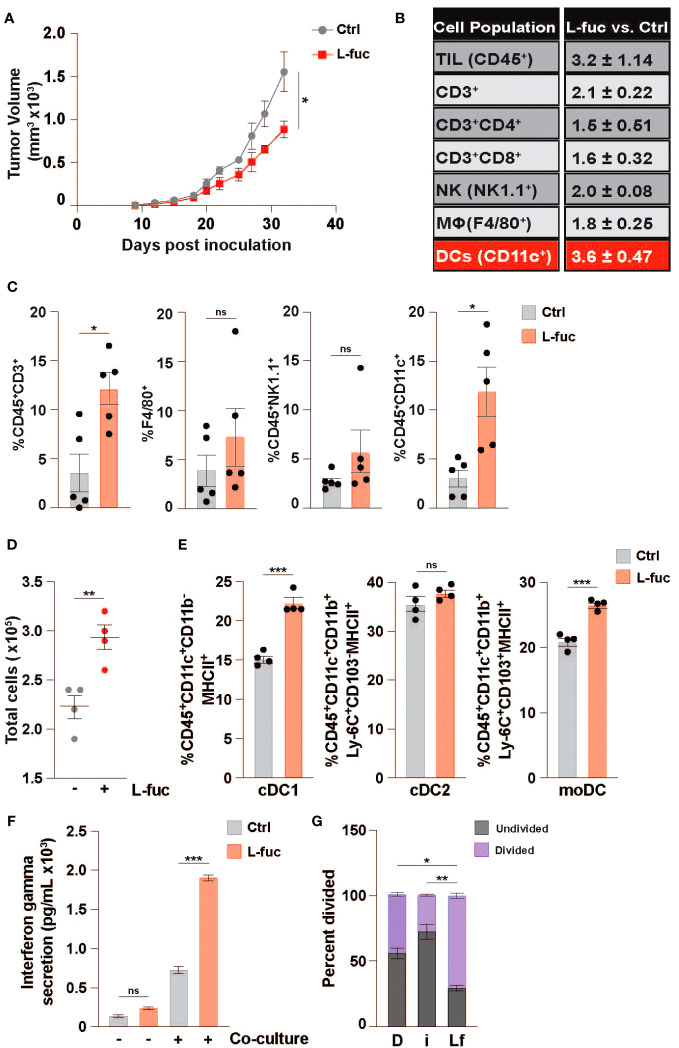
L-fucose increases the abundance of specific dendritic cell subsets. **(A)** Growth curves of 4T1 tumors in mice fed ± 500mM L-fuc. (n = 5 mice per cohort, *= p < 0.05, error presented as SEM). Flow cytometric profiling of tumors from **(A)** for the indicated immune populations showing **(B)** fold-changes and **(C)** % indicated immune cell population of total CD45+ lymphocytes in L-fuc vs. Ctrl groups (n = 5 per cohort, * = p < 0.05, ns = not significant, error presented as SEM). **(D)** Total bone-marrow-derived DC counts (representative figure of 3 replicates, n = 4, ** = p < 0.01, error presented as SEM). **(E)** Flow cytometric analyses of cDC1 (CD45+CD11c+CD11b-MHC ll+), cDC2 (CD45+CD11c+CD11b+Ly-6C+CD103-MHC ll+), or moDC (CD45+F4/80-CD11c+CD11b+Ly-6C+CD103+MHC ll+) subtype abundance resulting from Ctrl- or L-fuc-treated bmMCs after 6 days (representative figure of 3 replicates, n = 4, *** = p < 0.001, ns = not significant, error presented as SEM). **(F)** ELISA showing increased Interferon-γ secretion of T cells after 48 hours of co-culture with DCs that were cultured ± antigen loaded L-fuc after 48 hours (representative figure of 3 replicates, n = 3, *** = p < 0.001, ns = not significant, error presented as SEM). **(G)** Flow cytometric assessment showing altered cell trace violet staining of T cells after 72 hours of co-culture with DCs treated prior to co-culture with DMSO **(D)**, fucosyltransferase inhibitor 2FF (i) or L-fuc (Lf) for 6 days (representative figure of 3 replicates, n = 3, * = p < 0.05, ** = p < 0.01, error presented as SEM).

### 3.2 L-fucose increases antigen processing efficiency in dendritic cells

As DC-mediated T cell activation is facilitated by the processing and presentation of antigens we next sought to assess how L-fuc might affect antigen uptake by DCs. To this end, we cultured bmDCs treated ± L-fuc with either fluorescently tagged dextran or neutral polyurethane nanobeads and observed increased uptake of both fluorescent baits in the L-fuc-treated bmDCs (**Figures 2A, B**). To ensure that the observed increases in fluorescent bait uptake are reflective of more physiological antigen uptake, we cultured control- or L-fuc-treated bmDCs in the presence of DQ-OVA, a fluorescently-quenched model antigen that can be used to assess antigen phagocytosis and processing. After uptake into cells, the fluorescence-quenching subunit attached to the OVA molecule is cleaved during proteasomal degradation in the lysosome, permitting fluorescence that is detectable and quantifiable by microscopy or flow cytometry as an indicator of antigen processing activity in DCs (89). Flow cytometric analyses revealed an increase in the percentage of fluorescent OVA^+^ cells upon treatment with L-fuc (**Figure 2C**), indicating that treatment with L-fuc increases the phagocytotic activity of DCs. To further confirm that L-fuc increases antigen processing activity in DCs, we assessed the subcellular localization of the fluorescent signal of DQ-OVA. As antigen processing occurs in the lysosome of DCs shortly after antigen uptake (90), we treated the DCs ± L-fuc concurrently with DQ-OVA and Lysotracker™, a lysosome marker (91), for 1 hour prior to imaging to visualize early antigen processing in the DCs. As we had previously observed, L-fuc significantly increased the number of DQ-OVA^+^ DCs. Further, that the FITC^+^ OVA and Lysotracker™ signals exhibited significantly more subcellular colocalization in L-fuc-treated DCs confirms that the cleavage of DQ-OVA occurred in the lysosomes of DCs during early antigen processing (**Figures 2D, E**). Surprisingly, while we observed no difference in the total number of MHC^+^ DCs, DCs treated with L-fuc exhibit an increased abundance of MHC molecules per cell (**Supplementary Figure 4**). These data suggest that L-fuc treatment increases the rate of exogenous antigen uptake and processing in DCs, consistent with increased abundance of antigen-presenting MHC complexes on the cell surface that would be expected to mediate the enhanced T cell priming/activation that we observed in **Figures 2A, B**. Accordingly, L-fuc treatment enhanced the ability of DQ-OVA-treated DCs to induce the IFNγ-producing activity of co-cultured OT-l T cells, confirming that L-fuc enhances cell surface antigen presentation by T cells (**Figure 2F**). Together, these data demonstrate that L-fuc enhances antigen processing/presentation and T cell priming by DCs—effects with significant translational implications for enhancing the efficacy of existing DC-based immunotherapies.

**Figure 2:**
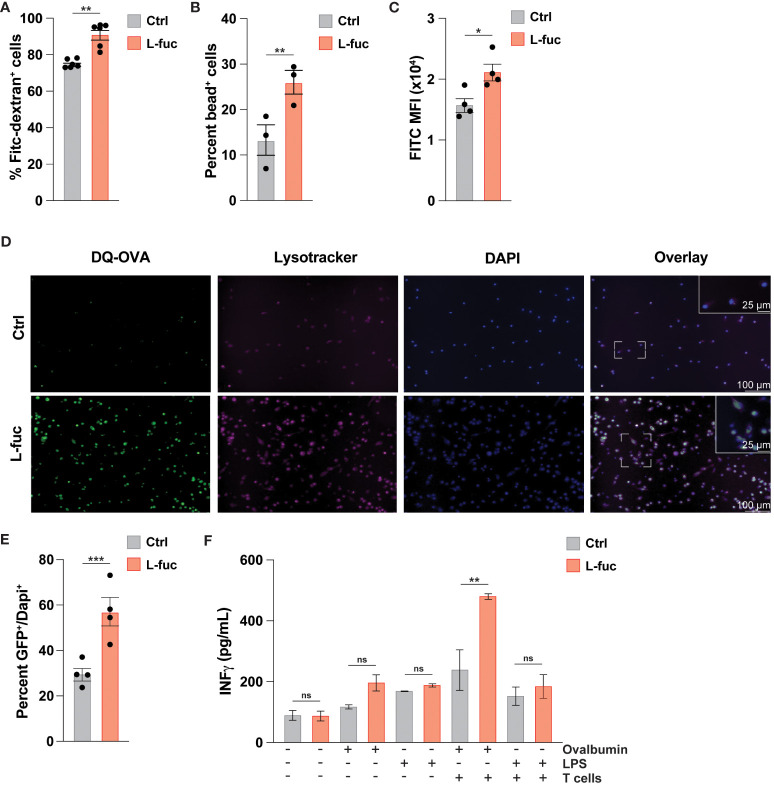
L-fucose increases antigen uptake capacity of dendritic cells. **(A-C)** Flow cytometric analysis of FITC signal from **(A)** FITC-Dextran, **(B)** fluorescent nanoparticles or **(C)** cleaved DQ-OVA in bmDCs treated ± L-fuc for 6 days and incubated with DQ-OVA for 1 hour to permit early antigen uptake (representative figure of 4 replicates, n = 3, * = p < 0.05, ** = p < 0.01, error presented as SEM). **(D)** Representative immunofluorescent microscopy (20x and 40x) images showing bmDCs that were treated ± L-fuc for 6 days and incubated with DQ-OVA and Lysotracker™ for 1 hour. **(E)** The number of FITC+ foci per total number of DAPI+ cells in **(D)** were assessed using Fiji (representative figure of 4 replicates, n = 4, *** = p < 0.001, error presented as SEM). **(F)** ELISA showing interferon-γ secretion from OT-ll T cells that were co-cultured with bmDCs treated ± L-fuc for 6 days and loaded with the indicated antigen for 48 hours (representative figure of 3 replicates, n = 3, ** = p < 0.01, ns = not significant, error presented as SEM).

### 3.3 L-fucose alters the transcriptional profile of dendritic cells

Intratumoral DCs mature from tumor-infiltrating myeloid cells in a continuum of maturation. Thus, the observed effects of L-fuc likely represent the collective responses of DCs in multiple stages of myeloid development that are impacted by L-fuc within the tumor microenvironment. Thus, we delineated the effects of L-fuc on myeloid cells at different stages of maturation by treating the cells with L-fuc over a time course of myeloid development. To this end, we treated immature BM-derived myeloid progenitors with L-fuc during multiple stages of IL-4 and GM-CSF-stimulated DC maturation as follows: (i) for 72 hours prior to, (ii) during, or (iii) for 72 hours after maturation induction (**Supplementary Figure 5**). Surprisingly, regardless of the timing of L-fuc treatment, we observed that L-fuc treatment increased the proportion of CD11c^+^ DCs from BM-derived myeloid progenitors (**Figure 3A**), suggesting that L-fuc affects the polarization of myeloid cells through a common lineage (92). Further, consistent with a L-fuc-induced shift toward immunostimulatory phenotype, L-fuc significantly reduced the capacity of DCs to produce nitrite, a molecule that is secreted by immunosuppressive myeloid cells (**Figure 3B**). To further validate our previous findings that L-fuc induces an immunostimulatory phenotype in DCs, we performed qRT-PCR on control- vs. L-fuc-treated myeloid cells for common DC immunostimulatory and immunosuppressive markers. Consistent with our functional findings, L-fuc treatment resulted in the reduced expression of markers that characterize immunosuppressive myeloid activity (*CCL22* and *CCL17*) and concomitantly increased expression in immunostimulatory myeloid markers (*IL-6, -12* and *-23)*, suggesting that L-fuc triggers a dynamic transcriptional shift towards an immunostimulatory phenotype, which promotes the accumulation and activation of T cell subsets over time (**Figure 3C**). Surprisingly, when we measured the secretion of these cytokines under the same conditions, we did not observe any changes in concentration of cytokines present in the supernatant as detected by Legendplex™ (**Figure 3D**). The lack of detectable cytokines could be attributed to a temporal disparity between when transcriptional profiles are altered by L-fuc and when cytokine production and release occurs in DCs. In line with our previous experiments, cytokine release was measured 24 hours after antigen treatment, however it is possible that observable changes in cytokine release occur beyond that point. Another potential reason is that given that the cells used in this study were generated *ex vivo*, the appropriate conditions for cytokine release were not met, resulting in suboptimal release of cytokines across the conditions (93). Additional studies are needed to analyze changes in cytokine production in L-fuc-treated DCs under immunologic conditions. Together with our findings above, these data suggest that although L-fuc promotes polarization of DCs toward immunostimulatory cDC1s and moDCs, the effects, while apparent at the transcriptional level, appear to have some limitations at the post-transcriptional level at least in terms of the secretion of these cytokines.

**Figure 3:**
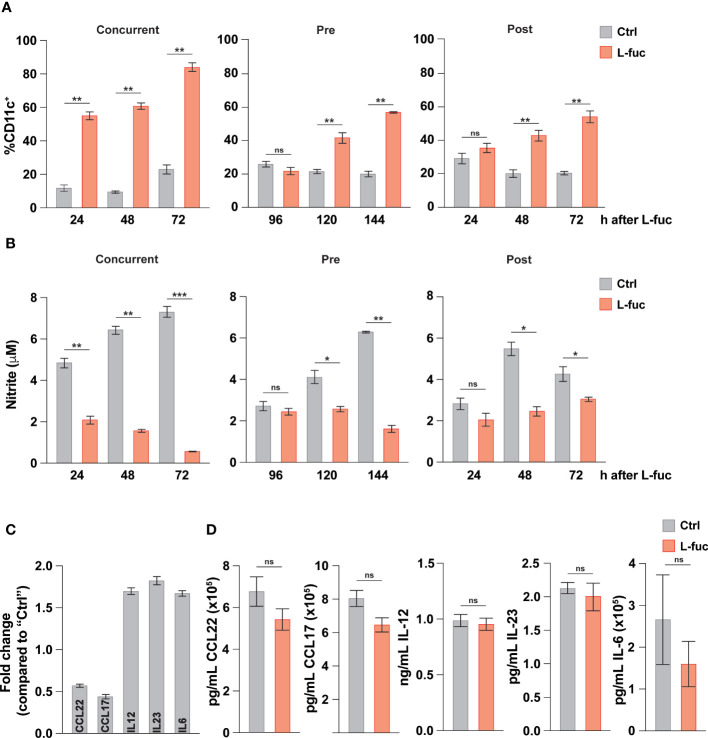
L-fucose transcriptionally alters dendritic cells to be immunostimulatory. **(A)** Flow cytometric analysis of total DC abundance after L-fuc treatment of bmDCs as indicated in (**Supplementary Figure 5**) (representative figure of 3 replicates, n = 3, * = p < 0.05, ** = p < 0.01, ns = not significant, error presented as SEM). **(B)** Griess assay of nitrite secretion by bmDCs treated as indicated in (**Supplementary Figure 5**) (representative figure of 3 replicates, n = 3, * = p < 0.05, ** = p < 0.01, *** = p < 0.001, ns = not significant, error presented as SEM). **(C)** qPCR of immunomodulatory genes in bmDCs treated + L-fuc for 6 days compared to Ctrl treated bmDCs (representative figure of 3 experiments, n = 3, error presented as SEM). **(D)** LEGENDPlex™ analysis of cytokine production in bmDCs treated ± L-fuc for 6 days followed by 24 hours of antigen treatment (representative figure of 4 replicates, n = 3, ns = not signficiant, error presented as SEM).

### 3.4 L-fucose modulates dendritic cell phenotypes in tumor-bearing conditions

Our data above demonstrates that L-fuc can promote an immunostimulatory phenotype in bmDCs, characterized by increased antigen uptake and processing capacity, enhanced ability to activate T cells, and polarization towards cDC1 and moDC subsets. As we have previously sought to understand how L-fuc and DCs interact without the added variables present in the TME, we next sought to understand if these effects were conserved among intratumoral DCs. To this end, 4T1 tumor cells were injected into the mammary fat pads of female BALB/c mice, and the resulting tumors, spleen and BM were harvested at 7 and 21 days after L-fuc treatment. As MCs are a heterogeneous group of cells that can accumulate within the TME at various points of maturation, we sought to understand how systemic treatment with L-fuc affects intratumoral, splenic, and bone marrow MCs in terms of their ability to process antigen and fully differentiate and mature into DCs. To elucidate the systemic effect of L-fuc in tumor-bearing mice on MCs, BM was harvested at the indicated timepoints from mice treated ± L-fuc and cultured for either 3 or 7 days before OVA uptake was measured as preformed in our experiments in **Figure 2**. Additionally, the cells were cultured ± L-fuc to establish if the observed enhanced immunostimulatory capacity is sustained after the MCs are harvested from the BM. Not surprisingly, bmDCs that were harvested from control-fed mice and treated with L-fuc *ex vivo* resulted in a significantly higher number of OVA^+^ cells compared to bmDCs that never experienced L-fuc treatment. Interestingly and in contrast, bmDCs harvested from L-fuc-fed mice that were treated further with L-fuc *ex vivo* did not exhibit as significant of an increase in the number of OVA^+^ cells compared to bmDCs that only experienced L-fuc *in vivo* from feeding (**Figures 4A, B**), indicating that the effect of L-fuc is persistent in bmDCs even after cessation of treatment. We next assessed the effect of short- versus long-term L-fuc on intratumoral DCs by analyzing intratumoral DC subtypes present at 7 and 21 days after L-fuc treatment. At 7 days after L-fuc treatment, we observed an increase in each of the 3 DC subtypes (**Figure 4C**). However, at 21 days after treatment, whereas both cDC1 and cDC2 subsets still exhibited increases in the tumors of L-fuc-fed, interestingly the intratumoral moDCs decreased in the L-fuc-fed mice (**Figure 4D**). Finally, to simulate tumor antigen uptake in the TME by immature DCs, splenic DCs were harvested at 7 and 21 days and cultured with lysed 4T1 tumor cells. The antigen-treated DCs were then co-cultured with T cells from corresponding mice treated ± L-fuc, and IFNγ release was measured by ELISA to determine if systemic L-fuc treatment affected T cell activation primarily through the DCs. To this end, we observed that regardless of the L-fuc treatment status of T cells, L-fuc treatment of DCs resulted in significant production of IFNγ release from both control- and L-fuc-treated T cells. Interestingly, at day 21, we did not observe an increase in IFNγ release when both the DCs and T cells were treated with L-fuc (**Figures 4E, F**). These data suggest that the treatment of splenic DCs with L-fuc promotes antigen uptake and presentation and leads to increased IFNγ release by T cells, regardless of L-fuc treatment. Taken together, our findings indicate that L-fuc treatment can alter the biology of MCs in a way that promotes the accumulation of intratumoral DCs and enhances early antigen uptake and processing in BM-derived and splenic DCs.

**Figure 4:**
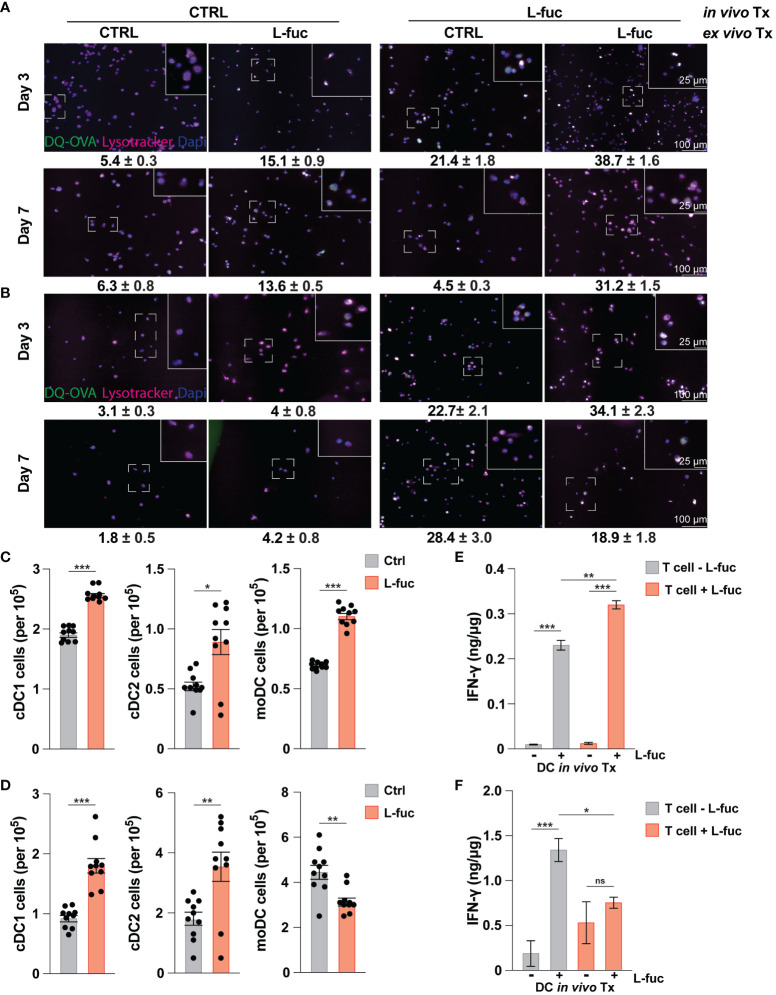
The increased immunostimulatory effect of L-fucose on dendritic cells is conserved in tumor bearing mice. **(A, B)** Representative immunofluorescent imaging of bmDCs harvested at either **(A)** 7 or **(B)** 21 days after initiation of *in vivo* L-fuc treatment and treated as indicated ex vivo for 6 days prior to incubation with DQ-OVA and Lysotracker™ for 1 hour with corresponding means of GFP+ cells/Dapi^+^ cells (representative images of 3 replicates, error presented as SEM). **(C, D)** Flow cytometric analysis of intratumoral DC subsets **(C)** 7 and **(D)** 21 days after initiation of L-fuc treatment (representative figure of 3 replicates, n = 5 mice per cohort, * = p < 0.05, ** = p < 0.01, *** = p < 0.001, error presented as SEM). **(E, F)** Interferon-γ ELISA of splenic-derived DCs harvested **(E)** 7 and **(F)** 21 days after initiation of L-fuc treatment and co-cultured as indicated for 48 hours (representative figure of 2 replicates, n = 5 per treatment condition, * = p < 0.05, ** = p < 0.01, *** = p < 0.001, ns = not significant, error presented as SEM).

### 3.5 L-fucose promotes upregulation of antigen-processing associated genes

In addition to flow cytometric analysis of dendritic cells in the TME, we performed single-cell RNA sequencing (scRNAseq) to understand the systemic effects that L-fuc treatment has on intratumoral DCs. To this end, SW1 melanoma and 4T1 breast tumors from female CH3/Hej and BALB/c mice, respectively, treated ± L-fuc were harvested 7 and 21 days after initiation of L-fuc treatment and analyzed by scRNAseq to establish changes in dendritic cells specific transcription. 

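Data from the SW1 tumors are given here, and the 4T1 tumors were not analysed here. SW1 is a mouse melanoma cell line that grows in C3H/HeJ mice, and L-fuc is a dietary sugar that was given in the drinking water. Cells from the tumors of each cohort were pooled and sequenced with the 10x Genomics droplet system, in which every captured RNA molecule carries a unique molecular identifier (UMI). There was 1 gene expression library for each of pretreatment at day 0, control at day 7, L-fuc at day 7, control at day 21 and L-fuc at day 21, and a T cell receptor library for each of these pools. With 1 library per condition there are no replicates, so no test between conditions was possible, and cells were not counted as replicates.

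The sample labels differ from the paper in several points. The paper gives 14 days of tumor growth before treatment and cohorts of 6 mice, with 3 mice at pretreatment, whereas the labels give 10 days, and their treatment protocol gives 5 mice per arm. The paper's dose of 100 mM L-fuc is given in the treatment protocol of the labels, and their extraction protocol gives 100 nM. The labels describe the day 0 library as a control water library that was sorted, like the others, for the leukocyte marker CD45. The paper integrated individual mice, which the pooled libraries do not separate. The sequencing instrument, the number of injected cells and the Cell Ranger version also differ between the paper and the labels or file headers.

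The authors aligned reads to the mm10 mouse genome with Cell Ranger and deposited the UMI counts per gene and barcode, without normalization. The library of pretreatment day 0 held 14439185 UMIs in 1725 barcodes, and those of day 7 held 119047810 UMIs in 20741 barcodes (control) and 88986101 UMIs in 15288 barcodes (L-fuc). At day 21 there were 21727157 UMIs in 2754 barcodes (control) and 16589803 UMIs in 1428 barcodes (L-fuc). Following the paper's filters, cells had at least 200 genes, at most 10% mitochondrial UMIs and a complexity score of at least 0.8, and genes were found in at least 3 cells. Doublets were marked with Scrublet alone, at the paper's rate of 0.08% per 1000 cells, where the paper combined 3 callers. At day 7 the automatic threshold marked no barcode, so the highest scores up to the rate were removed, which took out 333 control and 146 L-fuc cells. The kept cells numbered 1648 at pretreatment, 18963 and 11768 at day 7 and 1955 and 1189 at day 21 (control and L-fuc, respectively). Their median UMIs per cell were 4485.5, 4850, 3096, 4054 and 2118 in the same order, so the kept L-fuc cells of day 7 held fewer UMIs than the control cells.

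Counts were scaled to 10000 UMIs per cell and logged, and all libraries were clustered together on 5000 variable genes, 40 principal components and 20 nearest neighbours, with Leiden clustering at resolution 0.8 in place of the paper's integration and Louvain clustering. Myeloid clusters were clustered again on 2000 variable genes and 30 components at resolution 1.0. Clusters were named with the marker genes of the paper's methods, plus markers of plasmacytoid dendritic cells (pDC), melanoma cells, fibroblasts, endothelial cells and red cells, and each name is given as a likeness. Shares of cells carry exact 95% binomial intervals and UMI sums exact 95% Poisson intervals, and all intervals cover counting error only. Several choices changed some values strongly. They were the resolution of the myeloid clustering, the cells taken as cDC1, the denominator of a share and the ranking of genes. The minimum of genes per cell and the scaling of genes within each library did so too.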

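Clustering of the 35523 kept cells gave 28 clusters. Immune classes held 80.0% of the kept cells at pretreatment (95% interval 78.0% to 81.9%), 23.1% in the control library of day 7 (22.5% to 23.7%), 53.7% in the L-fuc library of day 7 (52.8% to 54.6%), 68.5% in the control library of day 21 (66.4% to 70.5%) and 60.3% in the L-fuc library of day 21 (57.5% to 63.1%). The remaining cells were red cells-like, fibroblasts-like (171 cells) or in unnamed clusters, some of which were led by cell cycle genes. No cluster was named melanoma cells-like or endothelial cells-like. The share of immune cells at day 7 was thus 2.32 times as high in the L-fuc library as in the control library (2.24 to 2.42). With a minimum of 500 genes per cell this ratio was 2.07.

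Among the immune cells of day 7, macrophages-like cells made up 34.6% of the control library (33.1% to 36.0%) and 48.2% of the L-fuc library (46.9% to 49.4%). T cells-like cells made up 13.1% (12.1% to 14.1%) and 18.7% (17.8% to 19.7%), and NK cells-like cells 4.86% (4.25% to 5.54%) and 11.8% (11.0% to 12.6%), in the same order. Mast cells-like cells were 0.502% (0.315% to 0.760%) in the control and 2.96% (2.56% to 3.41%) in the L-fuc library. Neutrophils-like cells were 1.46% (1.13% to 1.86%) and 2.28% (1.93% to 2.68%). The pDC-like cells went the other way, with 2.79% (2.32% to 3.32%) in the control and 0.982% (0.753% to 1.26%) in the L-fuc library. For B cells-like cells, 0.776% (0.538% to 1.08%) and 0.554% (0.386% to 0.770%), the difference was not detectable at this depth. These intervals do not include the spread between mice. Unnamed clusters held 26.2% (24.9% to 27.5%) of the immune cells in the control and 9.67% (8.96% to 10.4%) in the L-fuc library, which lowers the share of each named class more in the control. Over the immune cells in named clusters alone, a denominator chosen after the data were seen, the ratio of L-fuc over control was 1.14 (1.07 to 1.21) for macrophages-like, 1.17 (1.06 to 1.29) for T cells-like and 1.98 (1.70 to 2.32) for NK cells-like cells, and for neutrophils-like cells, at 1.27 (0.943 to 1.74), a difference was not detectable at this depth. With a minimum of 500 genes per cell and all immune cells as the denominator, a combination chosen after the data were seen, macrophages-like cells were instead 23.4% of the immune cells in the control and 17.8% in the L-fuc library, a ratio of 0.761 (0.692 to 0.837), against 1.39 (1.31 to 1.48) without that minimum, and the 6 other classes kept the direction they had over all immune cells. Without that minimum, the macrophages-like cells of day 7 held a median of 1254 UMIs in the L-fuc and 5464 in the control library. A minimum of genes can therefore remove more of them in the L-fuc library, and their higher share there depended on keeping shallow cells. At day 21 macrophages-like cells were 78.0% of the immune cells in the control library (75.7% to 80.2%) and 39.5% in the L-fuc library (35.9% to 43.2%), and 4.78% (3.70% to 6.06%) and 27.1% (23.8% to 30.5%) were in unnamed clusters. B cells-like cells were higher with L-fuc at day 21, at 0.672% (0.308% to 1.27%) in control and 5.44% (3.90% to 7.36%) in L-fuc. The intervals overlapped for T cells-like (3.44% and 2.93%), NK cells-like (0.597% and 1.26%), mast cells-like (0.597% and 0.139%) and neutrophils-like cells (1.87% and 1.95%). The pDC-like cells numbered 1 and 0.

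**Figure D1:**
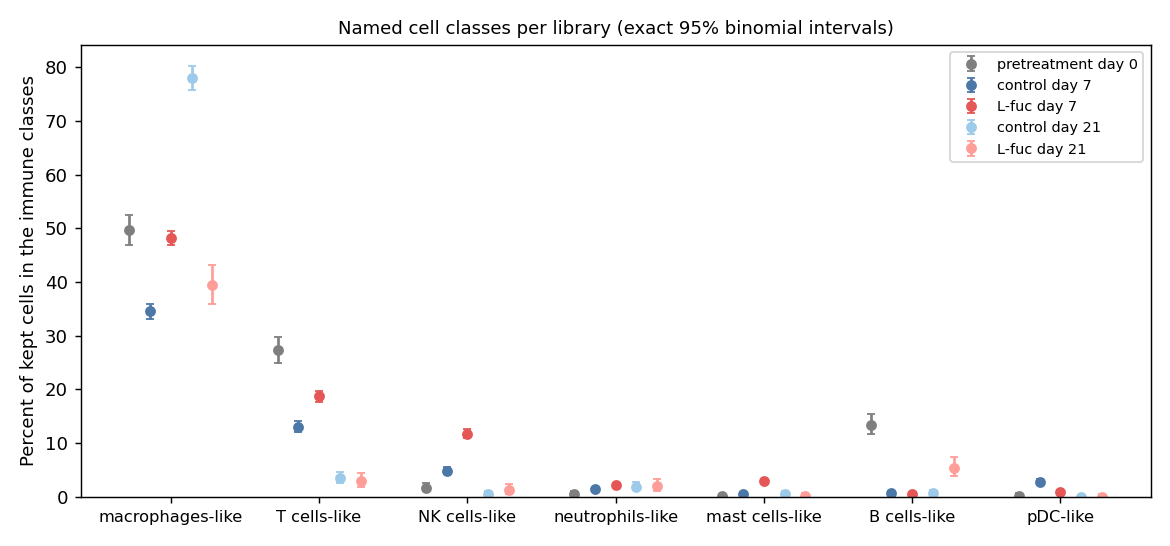
Percent of the kept immune cells (vertical axis) in 7 named cell classes, with 1 point for each of the 5 libraries and bars for exact 95% binomial intervals. Macrophages-like cells range from 34.6% in the control library of day 7 to 78.0% in the control library of day 21.

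Dendritic cells were looked for among the myeloid clusters, which split into 21 sub-clusters. Sub-cluster 18 was mregDC-like, with 63 cells led by Ccr7, Fscn1 and Ccl22, sub-cluster 16 was pDC-like, with 148 cells led by Cox6a2 and Siglech, and sub-cluster 15 was monocytes-like, with 161 cells. The cDC1 markers Xcr1, Clec9a, Itgae and Batf3 scored highest in sub-clusters 11 and 20. Sub-cluster 20 held 33 cells led by Wdfy4, Cd209a, Clec10a, Itgae and Clec9a. Sub-cluster 11 held 206 cells and was led by Ifitm1, Plac8 and Lsp1, and Plac8 and Ly6c2 among its leading genes are monocyte markers, so the sub-clusters are compared by number. No sub-cluster was named after the paper's monoDC markers. In the clustering of all cells, cluster 11 was cDC2-like but also had the 4 cDC1 markers raised and the monocyte marker Plac8 among its leading genes, so it is given by number. At day 7 it held all cDC2-like cells, which were 690 control and 307 L-fuc cells, or 15.8% (14.7% to 16.9%) and 4.86% (4.34% to 5.42%) of the immune cells. At day 21 it held 133 control and 53 L-fuc cells. The cDC2-like cluster 25, which immunoglobulin genes led, held another 103 L-fuc cells and 1 control cell of that day. Sub-cluster 8 held 353 cells led by T cell genes such as Cd3g at a median of 11965 UMIs, and sub-cluster 10 held 259 cells led by Sparc at a median of 14350 UMIs, so cells with the genes of more than 1 class were left after doublet removal.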

Clusters of CD45^+^ identified relevant immune populations isolated at each timepoint (**Supplementary Figures 6A, B**), including several DC subsets which were identified using previously established markers (**Supplementary Figure 6C**). 

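At day 7, sub-clusters 11 and 20 together held 94 of the 11768 kept L-fuc cells, or 0.799% (95% interval 0.646% to 0.977%), and 58 of the 18963 kept control cells, or 0.306% (0.232% to 0.395%). The ratio of the shares was 2.61 (1.86 to 3.69). Most of these cells were in sub-cluster 11, with 90 L-fuc and 54 control cells. Sub-cluster 20, whose leading genes include Clec9a and Itgae, had 4 cells in each library, which is 0.0340% (0.00926% to 0.0870%) of the L-fuc and 0.0211% (0.00575% to 0.0540%) of the control cells.

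The alternative that moved the ratio upward most was sub-clustering at resolution 2.0, with 4.17 from 44 L-fuc and 17 control cells. With the genes scaled within each library before clustering, only 2 L-fuc and 3 control cells scored as cDC1, a ratio of 1.07 (0.0897 to 9.38). The denominator also changed the result. Over the immune cells alone, the sub-clusters made up 1.49% (1.20% to 1.82%) of the L-fuc and 1.32% (1.01% to 1.71%) of the control cells, a ratio of 1.12 (0.802 to 1.59) that was not distinguishable from 1 at this depth. Over the myeloid cells the ratio was 1.10 (0.788 to 1.56).

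**Figure D2:**
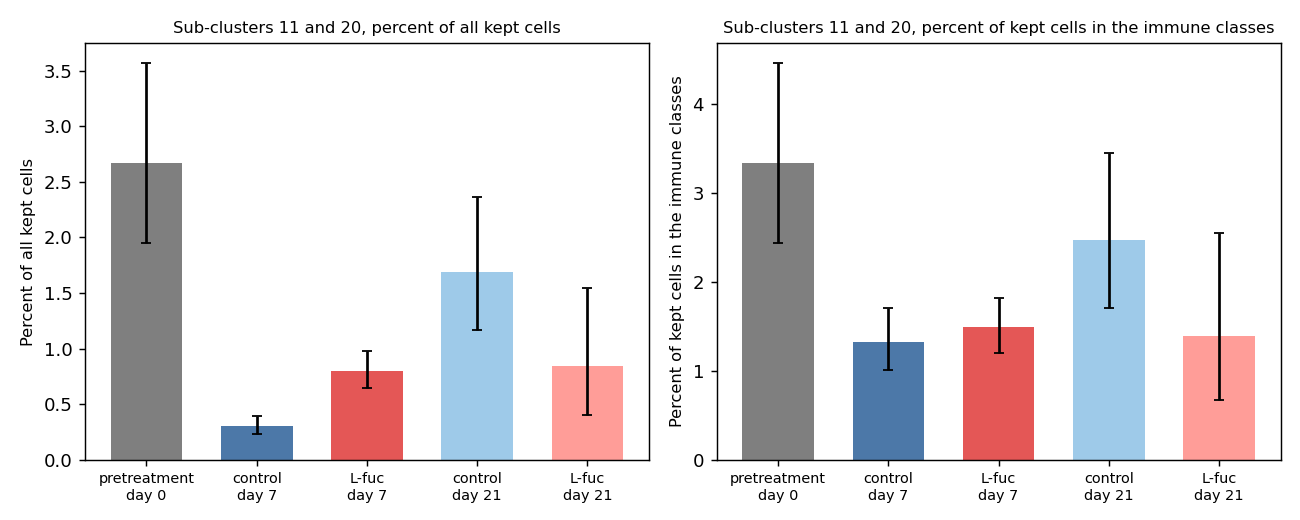
Share of sub-clusters 11 and 20 in each of the 5 libraries, as percent of all kept cells (left panel) and of the kept immune cells (right panel), with bars for exact 95% binomial intervals. At day 7 the L-fuc share is above the control share over all kept cells (0.799% against 0.306%) and within its interval over the immune cells (1.49% against 1.32%).

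Without clustering, 254 L-fuc cells (2.16%, 1.90% to 2.44%) and 151 control cells (0.796%, 0.675% to 0.933%) held a UMI of the cDC1 markers Xcr1 or Clec9a, a ratio of 2.71 (2.21 to 3.34). Of these, 130 L-fuc and 53 control cells were macrophages-like. To compare cells at the same depth, each cell was thinned to 1000 UMIs, which left out 2692 L-fuc and 1323 control cells. A UMI of either gene was then found in 0.595% of the L-fuc cells (0.447% to 0.776%) and 0.312% of the control cells (0.235% to 0.406%), a ratio of 1.91 (1.29 to 2.83). T cells-like cells, which should lack both genes, had such a UMI in 0.429% of the thinned L-fuc cells (median of 4117 UMIs before thinning) and 0.353% of the thinned control cells (median of 2940.5 UMIs), and before thinning in 2.37% and 1.57%. In sub-clusters 11 and 20 the thinned shares were 4.35% (1.20% to 10.8%) in L-fuc and 8.62% (2.86% to 19.0%) in control, from median depths of 6012 and 2897.5 UMIs, and 24.5% and 12.1% before thinning. Both lie above the T cells-like share, and their order depended on the depth. Over the immune cells, the ratio of cells with a UMI of Xcr1 or Clec9a was 1.46 (1.16 to 1.85), a combination chosen after the data were seen, as was the thinning.

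At the other time points the same sub-clusters held 2.67% of the kept cells at pretreatment (1.95% to 3.57%), 1.69% in the control library of day 21 (1.16% to 2.36%) and 0.841% in the L-fuc library of day 21 (0.404% to 1.54%).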

Our group’s previous work (68), as well as our *ex vivo* data analyzing both bmDC (**Figure 1E**) and intratumoral DCs (**Figures 4C, D**) show that L-fuc-treatment increases the abundance of cDC1s, which is further confirmed by our initial scRNAseq screen at 7 days after L-fuc treatment (**Supplementary Figure 6B**). As these data strongly support the rationale that L-fuc affects the immunostimulatory potential of cDC1s, we sought to focus our scRNAseq analysis on this DC subset to further demonstrate the conserved nature of our findings between *ex vivo* and intratumoral DCs. 

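The genes of sub-clusters 11 and 20 were compared between the L-fuc and control libraries of day 7 in SW1 tumors. The 94 L-fuc cells held 592395 UMIs, with a median of 5833.5 per cell, and the 58 control cells held 211318 UMIs, with a median of 2897.5. UMIs were summed over the cells of each library and scaled to a total of 1000000 (CPM), and log2 ratios were taken with a pseudocount of 1 UMI. Across the 6903 genes with at least 10 UMIs in both libraries together, the median log2 ratio of L-fuc over control was -0.13. The pseudocount lowers the ratio of genes with few UMIs, since the control cells hold fewer UMIs in all. With a pseudocount of 0.5 UMI the median was -0.09, and across the 3367 genes with at least 30 UMIs it was -0.05.

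A list of class I antigen presentation genes (H2-K1, H2-D1, B2m, Tap1, Tapbp, the immunoproteasome genes and others) had 24 genes above that minimum. Its median log2 ratio was -0.06 (-0.19 to 0.11 over 1000 Poisson redraws of the counts), and 12 of the genes were higher in L-fuc. Among 10000 random lists of the same size matched on mean expression, this median lies at percentile 16.1. The highest gene of the list was Tapbp, at 0.49, and the lowest was Canx, at -1.30. A list of 17 class II genes (H2-Aa, H2-Ab1, Cd74, Ciita, the cathepsins and others) had a median of -0.02 (-0.07 to 0.21) at percentile 28.2, with 8 genes higher, from H2-DMb2 at 0.68 to Lgmn at -0.60. Ciita is a leading gene of sub-cluster 20, and without it the class II median was 0.01. Among the 8 higher class II genes was H2-Aa, at a log2 ratio of 0.51 (2159 L-fuc and 540 control UMIs). H2-Ab1 was at 0.24 (1287 and 389) and Cd74 at 0.20 (5595 and 1732), and H2-Eb1, the H2-DM genes and Ifi30 were higher too. H2-Oa, H2-Ob, Ciita, Lgmn and the cathepsins were lower. The median of neither list was distinguishable from unchanged at this depth, but a median over such mixed genes does not speak for each gene. The definition of cDC1 moved both medians most. Over all kept cells with a UMI of Xcr1 or Clec9a the class I median was 0.24 at percentile 99.95 and the class II median 0.75 at percentile 100, from 254 L-fuc and 151 control cells. Of these, 232 L-fuc and 110 control cells were in immune classes, and 130 and 53 were macrophages-like, so the make-up of the cells differed between the libraries.

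**Figure D3:**
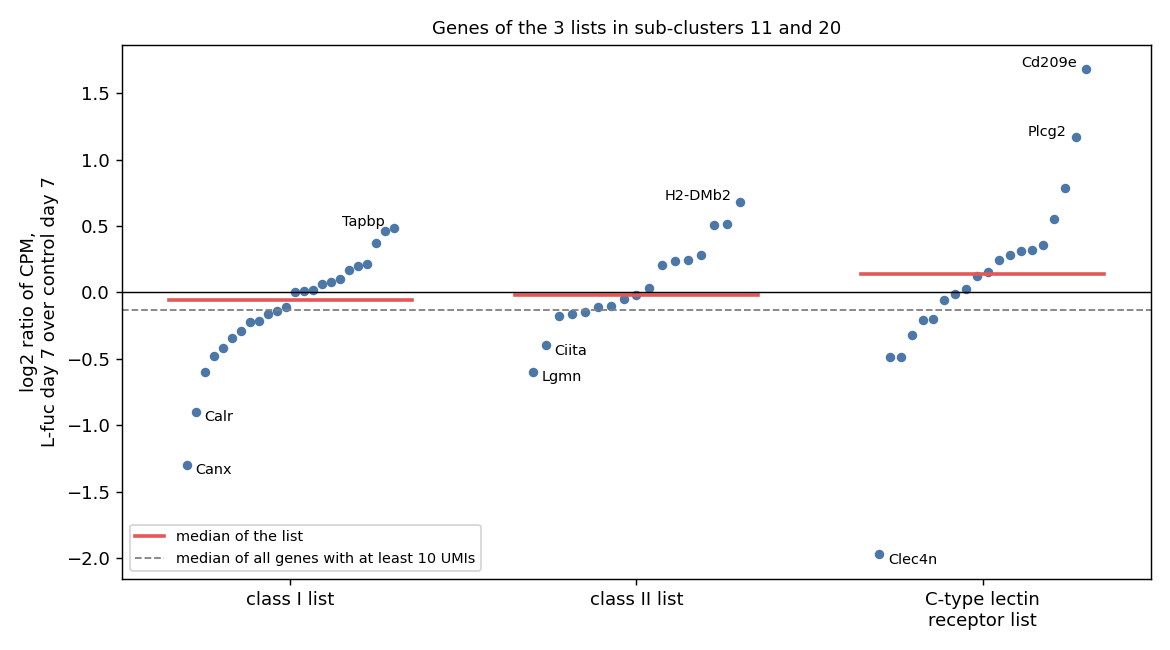
The log2 ratio of CPM, L-fuc day 7 over control day 7, for each gene of the class I, class II and C-type lectin receptor lists in sub-clusters 11 and 20, with 1 point per gene. Red lines mark the list medians (-0.06, -0.02 and 0.14), and the dashed line marks the median of all 6903 genes (-0.13).

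For gene set enrichment, genes were ranked by a signed -log10 p, as in the paper's methods, which do not name the test behind it. A rank-sum p across cells was used here. It only ordered the genes and is not given, since cells are not replicates. With the mouse Reactome sets shipped with fgsea, the normalized enrichment score (NES) was 1.46 for Immune System (1.36 to 1.56 over 100 Poisson redraws), 1.45 for Adaptive Immune System (1.35 to 1.60), 1.48 for Innate Immune System (1.28 to 1.56) and 1.14 for MHC class II antigen presentation (0.838 to 1.45). It was 1.56 for the cross-presentation set of soluble exogenous antigens (1.21 to 1.82), 1.32 for class I MHC mediated antigen processing and presentation (1.30 to 1.77), 1.46 for antigen processing and cross presentation (1.40 to 1.86) and -1.19 for folding and peptide loading of class I MHC, where the redraws ran from -1.04 to 1.44 and so gave no direction.

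In simulated cells that differed between the libraries in depth only, the NES reached 1.23 for Immune System, 1.29 for Adaptive Immune System, 1.37 for MHC class II antigen presentation and 1.47 for antigen processing and cross presentation. It reached 1.29 for Innate Immune System, 1.50 for the cross-presentation set of soluble exogenous antigens and 1.48 for class I folding and peptide loading. For class I MHC mediated antigen processing and presentation it reached 1.54, above the 1.32 of the real cells. The real scores of MHC class II antigen presentation and of antigen processing and cross presentation were also below those of depth alone. With the MHC class II set raised 2-fold in the simulated cells, its NES was at least 2.50. With each real cell thinned to 1000 UMIs, which left out 2 L-fuc cells and was chosen after the data were seen, the NES was 1.09 for Immune System, -0.815 for Adaptive Immune System, -0.807 for MHC class II antigen presentation and 1.45 for antigen processing and cross presentation. In 20 simulations of cells that shared 1 profile and held 1000 UMIs each, these scores ran from -1.24 to 1.32, from -1.31 to 1.30, from -1.22 to 1.12 and from -1.49 to 1.33, in the same order. With genes ranked by the log2 ratio of summed UMIs, these scores were -0.621, -0.789, -0.971 and -0.313.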

Upon analysis of transcriptional changes in cDC1s from L-fuc-treated mice we observe increased transcription of genes in the antigen presentation and antigen cross presentation pathways in both tumor models, in line with our *ex vivo* findings (**Figures 5A, B**, **Supplementary Table 2** and **Supplementary Figure 6D**). Surprisingly, the changes in antigen presentation identified by scRNAseq in cDC1 cells suggested L-fuc-induced alterations in MHC-l-mediated antigen presentation as well as MHC-ll-mediated antigen presentation, specifically as indicated by changes in the expression of *VCP, Erap1, H2-Q4* and *Tap2*. 

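These 4 genes were measured in sub-clusters 11 and 20 of the 5 SW1 libraries, as UMIs per 1000000 UMIs in those cells (CPM). Vcp, which encodes an ATPase that extracts proteins from membranes, is listed as ENSMUSG00000028452 and lies on chromosome 4 of GRCm38 from 42979963 to 43000507, on the minus strand. At day 7 it had 120 CPM in the L-fuc library (95% interval 93.6 to 151, from 71 UMIs) and 180 in the control library (127 to 247, from 38 UMIs), a log2 ratio of -0.60 (-1.17 to 0.02). Erap1, an aminopeptidase that trims peptides in the endoplasmic reticulum, is ENSMUSG00000021583, on chromosome 13 from 74639568 to 74693201. It was at 18.6 (9.27 to 33.2, from 11 UMIs) with L-fuc and 18.9 (5.16 to 48.5, from 4 UMIs) in the control, a log2 ratio of -0.22 (-1.78 to 2.08) with the pseudocount.

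H2-Q4, a class I histocompatibility gene, is ENSMUSG00000035929, on chromosome 17 from 35379617 to 35385290. It had 341 CPM (296 to 391, from 202 UMIs) with L-fuc and 431 (347 to 529, from 91 UMIs) in the control, a log2 ratio of -0.35 (-0.70 to 0.04). H2-Q4 has similar neighbours, such as H2-Q7 (a log2 ratio of -0.42), among which reads can be split, and the mm10 reference carries the histocompatibility genes of another strain than C3H/HeJ, so its level is uncertain. Tap2, a subunit of the peptide transporter, is ENSMUSG00000024339, on chromosome 17 from 34203527 to 34216321. It had 122 CPM (95.1 to 153, from 72 UMIs) and 118 (76.6 to 175, from 25 UMIs), a log2 ratio of 0.00 (-0.64 to 0.76). For each of the 4 genes the counting interval of the log2 ratio held 0, so a difference between the arms was not detectable in these sub-clusters at this depth. Other choices of cells gave intervals without 0. With sub-clustering at resolution 2.0, H2-Q4 was lower with L-fuc, at a log2 ratio of -0.87 (-1.40 to -0.28, from 96 L-fuc and 40 control UMIs). Among all kept cells with a UMI of Xcr1 or Clec9a it was higher with L-fuc, at 0.33 (0.21 to 0.45, from 2590 and 755 UMIs), and Vcp was lower, at -0.25 (-0.47 to -0.02, from 553 and 240 UMIs).

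**Figure D4:**
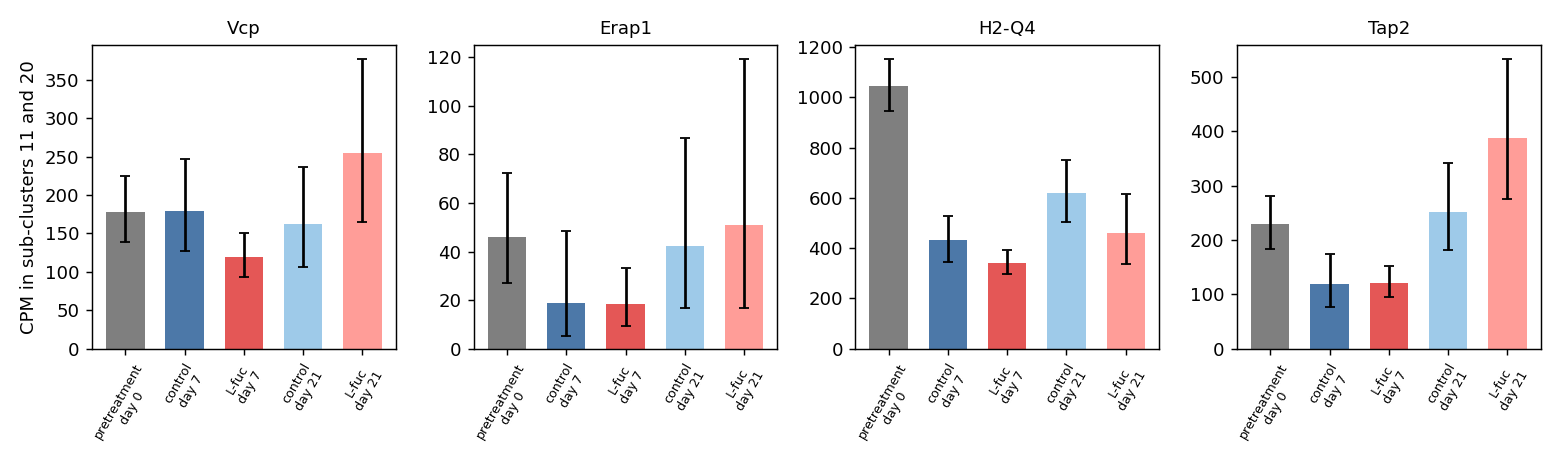
CPM of Vcp, Erap1, H2-Q4 and Tap2 in sub-clusters 11 and 20 (vertical axes, each from 0) in the 5 libraries, with bars for exact 95% Poisson intervals. At day 7 the intervals of the control and L-fuc libraries overlap for each gene, and H2-Q4 is highest at pretreatment, at 1046.

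At pretreatment, H2-Q4 was at 1046 CPM (947 to 1152) and Tap2 at 229 (184 to 282), so both were lower in these sub-clusters at day 7 in either arm than before treatment. The make-up of the sub-clusters differed too, as a UMI of Xcr1 or Clec9a was found after thinning to 1000 UMIs in 27.9% of their cells at pretreatment, 8.62% in the control and 4.35% in the L-fuc library of day 7. Among all kept cells with such a UMI, Tap2 was not lower, with log2 ratios of day 7 over pretreatment of 0.016 (control) and 0.19 (L-fuc), and H2-Q4 was lower, with -0.78 and -0.45. In sub-clusters 11 and 20 at pretreatment, Vcp was at 178 CPM (139 to 225) and Erap1 at 45.8 (27.1 to 72.4). With L-fuc at day 7 both were lower there, with log2 ratios over pretreatment of -0.57 (-1.07 to -0.07) and -1.26 (-2.53 to -0.14). In control the ratios were 0.03 (-0.60 to 0.60) and -1.03 (-3.30 to 0.33), and both intervals held 0. Among all kept cells with a UMI of Xcr1 or Clec9a neither gene was lower, with 0.33 and 0.14 in control and 0.08 and 0.06 with L-fuc. At day 21 sub-clusters 11 and 20 held 10 cells of the L-fuc library, in which Tap2 had 388 CPM (275 to 533), with 55.3% of its UMIs in 1 cell. In their 33 control cells it had 252 (182 to 341). From the pathway scores and the changes in these genes, the paper proposes that L-fuc alters antigen presentation through MHC class I as well as MHC class II in cDC1s.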

Importantly, the expression of these genes, for which we validated L-fuc-induced changes in bmDCs (**Figure 5C**), has been reported to play roles in DC cross-presentation (94–98). Interestingly, the expression of the indicated genes decreases over time during bmDC maturation (**Figure 5C**), consistent with myeloid cell maturation to DCs (99), suggesting that L-fuc-treated bmDCs mature over a shorter time than control-treated cells, however further studies are needed to elucidate this phenomenon further. We evaluated whether cross-presentation occurs in the L-fuc-treated DCs by flow cytometry. We performed flow cytometry to assess levels of both MHC class I and class II, both of which are needed in order for DCs to effectively cross-present antigen (100, 101). Intriguingly, L-fuc-induced changes in expression levels of both MHC l and ll in bmDCs were surprisingly minor (**Figure 5D**) compared to our earlier findings (**Figure 1E**). This discrepancy is likely attributed to the latter assessment of a pool of all DCs that contains a predominance of cDC2s as opposed to the earlier flow-sorted analysis of individual DC subsets. Nonetheless, the L-fuc-increased *in vivo* anti-tumor immunity (**Figure 1A**) and the T cell activation levels (**Figures 2**, **4E, F**) are certainly attributed to additional L-fuc-regulated factors beyond MHC complex expression/presence that are associated with cross-presentation, such as antigen uptake and processing, which we have shown to be increased by L-fuc (**Figures 2A–E**). Future studies are warranted to investigate if and how L-fuc may alter antigen binding in both MHC classes and facilitates cross-presentation in DCs. Together our data indicate that treatment with L-fuc, which is associated with marked transcriptional changes associated with antigen presentation, increases antigen uptake and processing in DCs that likely mediate L-fuc-triggered immune responses and could be leveraged to initiate tumor suppression.

**Figure 5:**
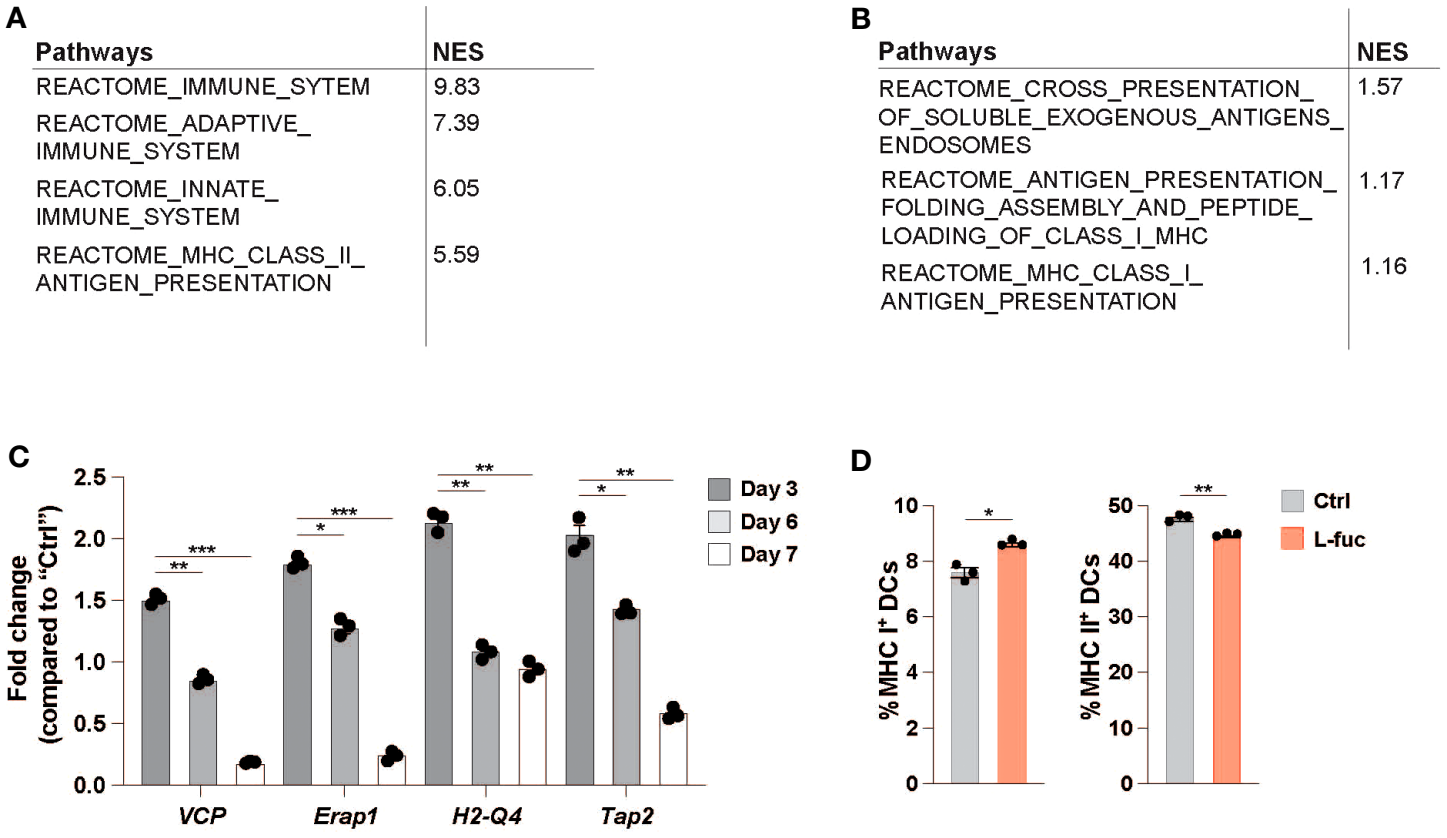
Single-cell RNA sequencing identifies antigen-processing is upregulated in L-fucose-treated dendritic cells. **(A, B)** Reactome pathway analysis of antigen processing-related pathways altered in L-fuc-treated DCs compared to control treated mice 7 days after L-fuc treatment in SW1 and 4T1 tumors respectively. **(C)** qRT-PCR validation of genes associated with antigen presentation in L-fuc-treated bmDCs compared to control-treated cells (representative figure of 3 replicates, n = 3, * = p < 0.05, ** = p < 0.01, *** = p < 0.001, error presented as SEM). **(D)** Flow cytometric analysis of cross presentation in bmDCs treated ± L-fuc for 6 days prior to 24 hours of antigen treatment (n = 4, * = p < 0.05, ** = p < 0.01, error presented as SEM).

## 4 Discussion

The use of L-fuc as a modulator of anti-tumor immunity is a novel concept which was previously shown to depend on the fucosylation of a tumor-expressed MHC class ll molecule and CD4^+^ T cells (68). In this study, we expand on these findings by demonstrating a novel mechanism by which L-fuc causes the polarization and accumulation of DCs that can better facilitate an immunostimulatory response through enhance antigen uptake, processing and presentation. These findings represent a novel and potentially safe way to leverage potent and immunostimulatory DCs to robustly increase the efficacy of current immunotherapies, particularly dendritic cell vaccines (DCVs). Taken together, our findings that L-fuc leverages anti-tumor immunity through both CD4^+^ T cells (68), and now potentially DCs, suggest that the treatment of cancer with oral L-fuc can bolster a patient’s anti-tumor immune responses and provide preclinical rationale to combine L-fuc with DC-mediated immunotherapeutic approaches. However, future studies are needed to elucidate the relative effects of L-fuc on DCs in tumor microenvironment.

Although our findings demonstrate that L-fuc increases immunostimulatory potential in DCs, what DC proteins interact with L-fuc, or are themselves fucosylated, to alter DC signaling and biology is unknown. Our scRNAseq data revealed that C-type lectin receptor (CTLR)-related signaling pathways are upregulated after L-fuc treatment. 

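In sub-clusters 11 and 20 of the SW1 tumors at day 7, the Reactome set of C-type lectin receptors had an NES of 1.85 for L-fuc over control. Over 100 Poisson redraws it ran from 1.49 to 1.87. Simulated cells that differed in depth only reached 1.40, but they shared 1 profile and lacked the other differences between real cells. Of the 122 genes of the lectin receptor set, 45 are also in the 47-gene cross-presentation set of soluble exogenous antigens, so the 2 scores are not independent. With the cells thinned to 1000 UMIs, chosen after the data were seen, the NES was 1.44, where 20 simulations of cells that shared 1 profile at that depth reached 1.46, and with sub-clustering at resolution 2.0 it was 1.06. A list of C-type lectin receptors and their signalling genes had 20 genes with at least 10 UMIs. Its median log2 ratio was 0.14 (-0.08 to 0.44), with 12 genes higher in L-fuc, and it lies at percentile 96.8 among the random lists matched on expression. The list ran from Cd209e at 1.68, on 17 L-fuc UMIs and 1 control UMI, to Clec4n at -1.97, on 4 L-fuc and 6 control UMIs. Syk was at 0.36, Card9 at 0.32 and Plcg2 at 1.17. Cd209a, Clec9a and Clec10a are leading genes of these sub-clusters, and the median of the 17 other genes was 0.13. The alternative that moved the median most was resolution 2.0, with 0.47 over 11 genes.

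CD209 is encoded in the mouse by several neighbouring genes on chromosome 8 of GRCm38. Cd209a (ENSMUSG00000031494) lies there from 3743397 to 3748984, and Cd209d (ENSMUSG00000031495) from 3871824 to 3878555. At day 7 Cd209d had 105 CPM (80.2 to 134, in 14 of the 94 cells) with L-fuc and 56.8 (29.3 to 99.2, in 4 of the 58 cells) in the control, a log2 ratio of 0.79 (-0.02 to 1.91). Cd209a had 316 CPM (272 to 364, in 26 cells) with L-fuc and 251 (188 to 328, in 10 cells) in the control, a log2 ratio of 0.31 (-0.12 to 0.80). The interval of each log2 ratio held 0. As the cells of these sub-clusters were grouped partly by Cd209a, its level is not independent of how they were chosen.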

Notably, several CTRL family members are capable of binding to fucosylated structures (102). Specifically, the CTLR dendritic cell-specific intracellular adhesion molecule-3-grabbing non-integrin (DC-SIGN/CD209) is highly expressed on both macrophages and monocyte-derived dendritic cells (moDCs) and binds CD15, a fucosylated glycan (103). While CD209 can interact with fucosylated proteins, less is known about whether it can interact with free L-fuc in the extracellular environment. Interestingly though CD209 is predominantly expressed on moDCs, one of the DC subpopulations that we found to be most significantly increased in response to L-fuc. Additionally, a previous study reported that treatment with fucoidan, a sulfated polymer of L-fuc, can reduce *CCL22* mRNA transcription levels in macrophages (71), consistent with our findings (**Figure 3D**). Therefore, our findings support the hypothesis that free L-fuc, similar to fucoidan, interacts with DC-SIGN, activating a similar signaling downregulation of *CCL22* mRNA transcription levels in moDC. Further studies are warranted to elucidate this possibility.

Interestingly, while we observe an increase in abundance of both cDC1 and moDCs *ex vivo* (**Figure 1E**) and at early timepoints during our *in vivo* models (**Figure 4C**) at a late timepoint in our tumor model we observe a decrease in the moDC subset (**Figure 4D**). Our group has previously observed a similar finding in a melanoma tumor model (68). It is likely that this phenomenon is caused by intratumoral moDCs trafficking outside of the tumor to the lymph nodes. In the lymph node the moDCs then activate naïve T cells which will maintain the anti-tumor phenotype. Additionally, we observe that splenic DCs harvested 7 days after initiation of L-fuc increased T cell interferon-gamma (IFNγ) release regardless of whether the T cells received L-fuc treatment (**Figure 4E**). However, at 21 days after initiation of L-fuc, there is no difference in the amount of IFNγ produced in T cells from L-fuc-treated mice cultured with splenic DCs treated ± L-fuc (**Figure 4F**). Interestingly, at this timepoint the total level of IFNγ is higher in T cells harvest from L-fuc-treated mice cultured with splenic DCs not treated with L-fuc. This result may be attributed to increased DC-mediated activation of T cells induced by L-fuc in the spleens of the treated mice prior to their extraction for our ex vivo co-culture assays. Future studies are needed to understand the interaction of T cells and DCs after L-fuc treatment in order to elucidate how to leverage this mechanism for effective immunotherapies.

Our study establishes that L-fuc enhances antigen uptake and processing in DCs. Our data demonstrate that treatment of both bmDCs and splenic DCs results in increased antigen uptake, processing via lysosomal degradation of antigen, and antigen-loaded MHC ll as indicated by increased activation of antigen-specific T cells (**Figures 2A-F**, **4A, B, E**). Furthermore, our single-cell RNA sequencing (scRNAseq) data revealed that in cDC1s, L-fuc treatment stimulates upregulation of antigen-processing pathways and downregulations of negative regulators of antigen processing (**Figure 5B**) as early as 7 days after initiation of L-fuc treatment. Additionally, pathways associated with MHC l processing and presentation were also upregulated after L-fuc treatment suggesting that L-fuc treated DCs are more likely to cross-present antigen on MHC l and MHC ll complexes. Further studies are needed to elucidate the extent by which L-fuc-treated DCs are capable of cross-presentation. Findings in this regard would suggest a previously unidentified mechanism of cross-presentation regulation in DCs. While our group has previously shown that the MHC ll protein HLA-DRB1 is directly fucosylated and that this post-translational modification promotes its cell surface trafficking and accumulation to stimulate CD4^+^T cell-mediated anti-tumor immune responses, the fucosylation-mediated regulation of other MHC proteins on tumors and immune cells has yet to be established, and future studies are needed. Moreover, whether and how L-fuc and fucosylation may impact antigen peptide:MHC loading or alter initialization kinetics of the immunological synapse also remain unknown. Antigen decoration by glycosylation has previously been reported (104). However, to our knowledge, no previous study has delineated whether antigen fucosylation occurs and what potential immunological ramifications such a post-translational modification might cause. Given that MHC ll antigen loading has been described to occur in the vesicles (105) that originate from the endoplasmic reticulum and Golgi apparatus where fucosyltransferases reside (106), there is inherent subcellular co-localization of the peptide-loading process and fucosyltransferases that may make fucosylation of antigens possible. Thus, we hypothesize that internalized antigens may exhibit altered fucosylation profiles that stimulate enhanced T cell activity. Future studies are needed to elucidate antigen fucosylation and the effect that this may have on the immunological synapse.

Our findings that L-fuc promotes an enhanced immunostimulatory phenotype in DCs suggests a rationale to modulate forms of immunotherapy that primarily rely on DC. To this end, our findings support the concept of using L-fuc to enhance DCVs. Previous studies that have tested the efficacy of DCVs and found that vaccine products consisting of moDCs provided advantageous outcomes due to the ease of generation and functional ability to prime both a CD4^+^ and CD8^+^ T cell response (107, 108). As our findings reveal that L-fuc increases the abundance and immunostimulatory potential of moDCs, it is likely that L-fuc would enhance DCV efficacy. Additionally, our findings reveal that DCs derived from mice fed with L-fuc still exhibit increased antigen uptake and T cell priming capacity even after cessation of L-fuc treatment when the cells are cultured *ex vivo*. These findings suggest that the observed effects of L-fuc are sustained after cessation of treatment in the DCs. This implies that during the generation of DCV, DCs could be supplemented with L-fuc *ex vivo* and maintain a heightened immunostimulatory activity upon reinfusion into the patients without the need for further L-fuc treatment. However, further studies are needed to test how and when L-fuc can be administered to enhance the therapeutic efficacy of DCV product, and for how long the enhancement effects can be sustained after cessation of L-fuc treatment.

Although our *ex vivo* bmDC-based studies clearly demonstrate that L-fuc can enhance aspects of DC biology such as abundance, subtyping, and antigen processing, whether these effects are conserved or differ in tumor-derived DCs due to tumor microenvironmental interactions is unclear and is an ongoing focus of our group. However, given that the observed increases in DC abundance intratumorally and from BM-derived DCs are comparable, we are confident that the findings from bmDCs would translate to intratumor DCs. Additionally, bmDCs have previously been used to deduce specific aspects of DC biology using similar culturing conditions to that of this study (109–113), further supporting the validity of this methodology. Interestingly, through our *in vivo* and *ex vivo* studies we observed that L-fuc increases cDC1 and moDC abundance in similar proportions. Additionally, our findings that L-fuc increases the abundance of specific subsets of DCs and increases the ability of these DCs to prime T cell responses suggests that L-fuc has conserved effects on different DC subsets. Future studies are needed to mechanistically delineate how each individual subset of DCs might respond to L-fuc.

In conclusion, our study demonstrates the novel finding that L-fuc can modulate DC functionality to enhance immune responses. The enhanced functionality is associated with increased abundance of cDC1s and moDCs, upregulation of pathways associated with enhanced immunostimulatory activity and downregulation of pathways that suppress effector cell function. Future studies which seek to elucidate specific targetable genes in these cells are expected to enhance our understanding of not only L-fuc as an immunostimulatory molecule but also as novel adjuvant to be combined with immunotherapy, particularly for the enhancement of DCVs. Further studies are expected to provide insights that will inform the eventual strategic and rational application of L-fuc as a standard agent to enhance immunotherapy outcomes for cancer patients.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession numbers GSE261035 and GSE261971.

## Ethics statement

The animal study was approved by Institutional Animal Care and Use Committee (IACUC) of University of South Florida and Moffitt Cancer Center. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

CB: Conceptualization, Data curation, Formal analysis, Methodology, Resources, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. AB: Data curation, Validation, Writing – review & editing. KS: Data curation, Writing – review & editing. CZ: Data curation, Writing – review & editing. SY: Data curation, Methodology, Writing – review & editing. DD: Data curation, Formal analysis, Writing – review & editing. DA: Resources, Writing – review & editing. XY: Data curation, Formal analysis, Methodology, Writing – review & editing. EL: Conceptualization, Funding acquisition, Methodology, Resources, Supervision, Visualization, Writing – review & editing, Writing – original draft.

How the deposited data were processed for this re-analysis (not part of the article)

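Single cells from SW1 tumors of C3H/HeJ mice were analysed in 5 pooled gene expression libraries (pretreatment day 0, control day 7, L-fuc day 7, control day 21 and L-fuc day 21) and the 5 T cell receptor libraries of the same pools. The authors aligned the reads to the mm10 mouse genome with Cell Ranger, which called the cells, and deposited a UMI count for each gene and barcode without normalization. All values in these matrices are whole numbers. For the receptor libraries the authors deposited clonotypes with a count of barcodes and its fraction of all receptor-bearing barcodes in the library, and the fraction was checked against the counts. The 4T1 tumors and the individual mice of the SW1 cohorts were not analysed here. No paired analysis was possible because each library is a pool of mice and no mouse is identified in more than 1 library.

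Cells with at least 200 genes, at most 10% mitochondrial UMIs and a ratio of log10 genes to log10 UMIs of at least 0.8 were kept, with genes found in at least 3 cells. These filters left 1650 of 1725, 19296 of 20741, 11914 of 15288, 1959 of 2754 and 1192 of 1428 barcodes in the order of libraries given above. Scrublet, run in scanpy 1.11.5 on each library, removed 2, 333, 146, 4 and 3 of them at an expected rate of 0.08% per 1000 cells. The automatic threshold was used except for the 2 libraries of day 7, where it marked no barcode and the highest scores up to the expected share were removed. DoubletFinder and scDblFinder, which the paper also used, were not run. Counts were scaled to 10000 UMIs per cell and logged. Clustering used 5000 variable genes, 40 principal components, a shared neighbour graph of 20 neighbours and the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 0.8. The integration of individual mice, the regression of covariates and the Louvain algorithm of the paper were left out, since the pooled libraries do not separate mice. Clusters scored as myeloid were clustered again with 2000 variable genes, 30 components and resolution 1.0.

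A cluster was named after a cell class when the class markers were on average at least 1 log2 unit above the other cells, with a pseudocount of 20 UMIs per 1000000, and at least 3 of the markers were at least 2-fold higher. Its 10 leading genes were then compared with the markers of the other classes. The markers were those of the paper, to which lists for pDC, melanoma cells, fibroblasts, endothelial cells, red cells and cycling cells were added. The comparisons with the paper's cDC1 use the sub-clusters with the cDC1 markers, numbers 11 and 20. Because such a group is defined by its leading genes, these were not taken as results, and list medians were also computed without them.

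Conditions were compared as 1 library against 1 library, so no test and no p-value is given. Shares have exact binomial (Clopper-Pearson) 95% intervals, ratios of shares have exact conditional intervals, and UMI sums have exact Poisson intervals. For gene lists, UMIs were summed over the cells of a library, scaled to a total of 1000000 (CPM) and compared as log2 ratios with a pseudocount of 1 UMI, over genes with at least 10 UMIs in the 2 libraries. The median of a list was placed among 10000 random lists of the same size matched on mean expression, and its interval comes from 1000 Poisson redraws of the counts. The lists were class I antigen presentation (25 genes), class II antigen presentation (17 genes) and C-type lectin receptors (26 genes). H2-Q6 of the class I list had 2 UMIs and was left out, as were Mrc1, Ly75, Mgl2 and Cd207 of the lectin receptor list, with at most 6 UMIs each, and Clec6a and Clec7a, which are not in the matrices under these symbols. Gene positions are those of GENCODE vM21 on GRCm38.

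Gene set enrichment followed the paper in ranking genes by a signed -log10 p. The paper does not name the test for this comparison, and a rank-sum comparison across cells was used here. It was run with fgsea 1.28.0 in R 4.3.3 with 10000 permutations, on 9 of the 1457 mouse Reactome sets shipped with fgsea, whose release can differ from the paper's. Entrez identifiers were found for 21860 genes of the matrices, and for 11717 of the 12723 genes detected in sub-clusters 11 and 20 at day 7. Each interval comes from 100 Poisson redraws with 1000 permutations each. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used for the remaining steps.

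The comparisons, cell class markers, gene lists, cell filters and most alternatives were set before the data were examined. Genes are named when the paper names them for its single-cell data, when they are class markers or list members, or when they are among the 5 highest and the 5 lowest log2 ratios of genes with at least 30 UMIs. Other genes, such as leading genes of clusters, were named after their values were seen. The alternatives set in advance were a mitochondrial maximum of 20%, a minimum of 500 genes, no doublet removal, a doublet rate of 0.8% per 1000 cells, resolution 2.0, scaling of genes within each library, marker gates in place of clusters, other denominators, means over cells, other pseudocounts and gene minimums, another ranking, and other counts of clonotypes. Clustering seeds, a lower score for myeloid clusters, thinning of each cell to 1000 UMIs, combined choices, class shares over the immune cells, also with a minimum of 500 genes or in named clusters alone, a count of clonotypes of at least 2 barcodes and the restriction of receptors to T cells-like barcodes were added after the data were seen.

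The steps were tested on simulated data with the cells and depths of sub-clusters 11 and 20 at day 7. In 5 simulations, 200 genes with at least 30 expected UMIs were changed 2-fold, among 6824 genes with at least 10 UMIs. Of the changed genes, 99.4% had the right direction. Their median log2 ratio, averaged over the simulations, was 0.94 for raised and -1.05 for lowered genes. Changes in genes with fewer expected UMIs were not simulated. The raised list lay at percentile 100, unchanged lists lay between percentiles 28.2 and 82.2, and the ratio intervals held the true value in 96.5% of the draws. Genes were also ranked in 5 simulations of cells that differed in depth only and, added after the data were seen, in 20 of cells that shared 1 profile at 1000 UMIs each. The 58 control and 94 L-fuc cells hold 211318 and 592395 UMIs, and changes of single genes under 2-fold are often within counting error.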

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

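The tests of receptors in T cells-like barcodes and in clonotypes of at least 2 barcodes, the combined choices, and clustering seeds 2 and 3 were chosen only after the results were seen. The share of sub-clusters 11 and 20 over the immune cells was set in advance as an alternative, and only its use as a test of the share of other cells was chosen after the results were seen.

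The paper does not report the T cell receptor libraries, and a difference between the arms appeared in them. At day 7, the 10 largest clonotypes held 226 of the 949 receptor-bearing barcodes of the control library, or 23.8% (21.1% to 26.7%), and 157 of the 1084 of the L-fuc library, or 14.5% (12.4% to 16.7%). The ratio of L-fuc over control was 0.608 (0.493 to 0.749). At pretreatment the share was 11.7% (8.63% to 15.3%). A difference in barcode number is argued against, since the ratio was 0.609 with both libraries thinned to 949 barcodes. A single large clonotype is argued against too. The largest clonotype held 60 control and 25 L-fuc barcodes, and without it the ratio was 0.680 (0.541 to 0.854). Among barcodes of the T cells-like clusters, which held 383 control and 781 L-fuc receptor-bearing barcodes, the ratio was 0.636 (0.487 to 0.833). These were not thinned to the same number, and the share of the 10 largest clonotypes can rise when fewer barcodes are sampled. Receptor RNA in barcodes of other cells is thus not excluded. The difference was seen in the largest clonotypes and not over all clonotypes with more than 1 barcode, since clonotypes of at least 2 barcodes held 48.1% (44.8% to 51.3%) of the control and 49.3% (46.2% to 52.3%) of the L-fuc barcodes, a ratio of 1.03 (0.903 to 1.16). Smaller shares of the largest clones with L-fuc stay open as a hypothesis, and so does a difference between the pooled mice. Each mouse brings its own clonotypes, so the number of mice in a pool and the cells each gave could change the share, and this was not tested. At day 21 the libraries held 56 control and 22 L-fuc barcodes, and the ratio was 0.878 (0.382 to 1.85), with 28 control and 0 L-fuc barcodes in clonotypes of at least 2, so no direction is given for that day.

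The share of sub-clusters 11 and 20 moved in opposite directions at the 2 time points. The ratio of L-fuc over control was 2.61 (1.86 to 3.69) at day 7 and 0.498 (0.219 to 1.04) at day 21, where 10 L-fuc and 33 control cells were found. The difference between the time points was not tested, and the interval at day 21 holds 1. It does not hold 1 with a minimum of 500 genes per cell (0.368, 0.135 to 0.870), with a doublet rate of 0.8% per 1000 cells (0.448, 0.189 to 0.958) or with clustering seed 3 (0.462, 0.194 to 0.991). With seed 2, which left 6 L-fuc and 13 control cells, the ratio was 0.759 (0.237 to 2.14), so the difference at day 21 depends on the seed. The share of cells outside the immune classes differed between the libraries, from 76.9% in control to 46.3% in L-fuc at day 7 and from 31.5% in control to 39.7% in L-fuc at day 21. Over the immune cells the ratio was 1.12 (0.802 to 1.59) at day 7 and 0.566 (0.249 to 1.18) at day 21. A change in these sub-clusters themselves and a change in the share of other cells cannot be told apart, because each of these intervals over the immune cells holds 1 and also includes ratios well away from it. The sub-clusters are not cDC1 alone. At day 7, 144 of the 152 cells were in sub-cluster 11, whose leading genes include the monocyte markers Plac8 and Ly6c2, and sub-cluster 20 gave 8. At day 21 sub-cluster 20 gave 24 of the 43 cells, so the composition differed too. For cells with a UMI of Xcr1 or Clec9a over the immune cells, a combination also chosen after the data were seen, the ratio was 1.46 (1.16 to 1.85) at day 7 and 0.982 (0.708 to 1.35) at day 21. With resolution 2.0 over the immune cells, likewise chosen later, it was 1.79 (1.00 to 3.35) and 0.560 (0.234 to 1.21). With a maximum of 20% mitochondrial UMIs the ratio at day 21 was 0.803, and with cells taken by those UMIs over all kept cells it was 0.892. An effect of L-fuc that changes with time stays open as untested, as does the recovery of immune cells from each tumor.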

How the results depend on the processing

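The clustering seeds, the thinning to 1000 UMIs, the combined choices the class shares over the immune cells (all or in named clusters) and the clonotypes of at least 2 barcodes were chosen only after the results were seen.

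Across 28 results, 251 alternative values were computed. Of these, 161 stayed within the interval of the reported value and 72 moved outside it. Another 18 changed direction from a reported value whose interval did not hold the value of no difference (a ratio of 1, or a log2 ratio or NES of 0). Of the other alternatives, 23 also changed sign or side, for results whose reported interval held that value and so gave no direction. Among these were pDC-like cells with a minimum of 500 genes (1.01 against 0.819), the NES of class I folding with 20% mitochondrial UMIs (1.18 against -1.19), and 4 values named below for the cells with a UMI of Xcr1 or Clec9a. The ratio of sub-clusters 11 and 20, which are not cDC1 alone, stayed at day 21 (0.498) within its interval under each alternative run, from 0.346 to 0.982. Its own interval left out 1 with a minimum of 500 genes (0.368), a doublet rate of 0.8% (0.448) and clustering seed 3 (0.462), while with seed 2 the ratio was 0.759. Their ratio at day 7 (2.61) stayed above 1 in each, from 1.07 to 4.17, and its interval held 1 with scaling within each library and over the immune or the myeloid cells. Where no reason is given, the cause was not tested.

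With a minimum of 500 genes per cell, the day 7 ratio of L-fuc over control was 4.05 for the cDC1-scored sub-clusters, 2.07 for all immune cells, 1.58 for macrophages-like, 4.00 for T cells-like, 7.19 for NK cells-like and 22.8 for mast cells-like cells. With genes scaled within each library it was 1.07 for the cDC1-scored sub-clusters, 2.19 for all immune cells and 2.98 for macrophages-like cells. With a doublet rate of 0.8% per 1000 cells it was 2.18 for all immune cells, and without doublet removal it was 3.54 for macrophages-like cells.

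Over the immune cells in place of all kept cells, the ratio of sub-clusters 11 and 20 was 1.12, and over the myeloid cells 1.10. The class ratios over the immune cells were 1.39 for macrophages-like, 1.43 for T cells-like, 2.42 for NK cells-like, 1.56 for neutrophils-like, 5.89 for mast cells-like and 0.352 for pDC-like cells, and 0.714 for B cells-like cells, which changed direction from 1.66. Since the share of immune cells itself differed 2.32-fold, these falls follow from the change of denominator. In named immune clusters alone they were 1.14, 1.17, 1.98, 1.27, 4.81, 0.288 and 0.583 in the same order. With a minimum of 500 genes over all immune cells, the ratio changed direction for macrophages-like (0.761) and B cells-like cells (0.896), and it was 1.93 for T cells-like, 3.47 for NK cells-like, 2.01 for neutrophils-like and 0.485 for pDC-like cells. Without that minimum, the macrophages-like cells of day 7 held a median of 1254 UMIs with L-fuc and 5464 in control. The minimum can therefore remove more of them from the L-fuc library. With the immune cells as denominator, the ratio was 1.46 for cells with a UMI of Xcr1 or Clec9a and 1.79 for resolution 2.0.

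With sub-clustering at resolution 2.0, which left 44 L-fuc and 17 control cells, the ratio of the cDC1-scored sub-clusters was 4.17. The list medians were -0.24 (class I), -0.071 (class II) and 0.47 (C-type lectin receptors), and H2-Q4 was at -0.87. The NES changed sign for Immune System (-1.01), Adaptive Immune System (-0.938), the cross-presentation set of soluble antigens (-1.09), class I MHC mediated presentation (-1.27) and antigen processing and cross presentation (-1.25). It was 0.935 for Innate Immune System, 0.730 for MHC class II presentation, -1.86 for class I folding and peptide loading and 1.06 for C-type lectin receptors.

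With each kept cell that held a UMI of Xcr1 or Clec9a in place of the sub-clusters, the list medians were 0.24 (class I) and 0.75 (class II), and H2-Q4 was at 0.33, each on the other side of 0 from the reported value, as was class I folding. The NES was 1.84 for Immune System, 1.98 for Adaptive Immune System, 1.68 for Innate Immune System, 1.88 for MHC class II presentation, 1.70 for class I folding and peptide loading, 2.10 for class I MHC mediated presentation and 2.18 for antigen processing and cross presentation.

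With genes ranked by the log2 ratio of summed UMIs, the NES changed sign for Immune System (-0.621), Adaptive Immune System (-0.789), Innate Immune System (-0.654), MHC class II presentation (-0.971), class I MHC mediated presentation (-0.368) and antigen processing and cross presentation (-0.313). It was 0.796 for the cross-presentation set of soluble antigens and 1.13 for C-type lectin receptors. With only genes of at least 10 UMIs ranked, the NES was 1.17 for Immune System, 1.20 for Adaptive Immune System, 1.21 for Innate Immune System, -1.29 for class I folding, 0.920 for class I MHC mediated presentation, 1.09 for antigen processing and cross presentation and 1.46 for C-type lectin receptors.

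With each cell thinned to 1000 UMIs, the NES changed sign for Adaptive Immune System (-0.815) and MHC class II presentation (-0.807). It was 1.09 for Immune System, 1.10 for Innate Immune System, -1.43 for class I folding, 1.23 for class I MHC mediated presentation and 1.44 for C-type lectin receptors. For class I folding it was -1.11 without doublet removal, -1.09 with clustering seed 2 and -1.20 with seed 3. Antigen processing and cross presentation had 1.40 with a maximum of 20% mitochondrial UMIs and 1.29 with seed 2, and C-type lectin receptors had 1.93 with seed 3. The reported value for class I folding (-1.19) itself lies outside its redraws, so these moves say little about it.

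For the single largest clonotype, the ratio of L-fuc over control was 0.365 at day 7 and 0.364 at day 21, the latter from 1 of 22 and 7 of 56 barcodes. For clonotypes of at least 2 barcodes it was 1.03 at day 7, a change of direction whose interval holds 1, and at day 21 the L-fuc library had none, so no ratio is given. Vcp, Erap1 and Tap2 stayed within their counting intervals under each alternative run. Depth limits Erap1 most, with 4 control and 11 L-fuc UMIs at day 7.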

Differences from the paper's values

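The alternatives named here were set before the data were examined. The paper's log2 ratios are those of Supplementary Table 2, which compares cDC1 of each arm at day 7 with day 0 and does not state the tumor model. The first 1999 of its 2842 genes for control and 1999 of its 2994 genes for L-fuc are held, and genes outside these were not compared.

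For Vcp with L-fuc, the paper's log2 ratio is -1.12, against -0.57 in sub-clusters 11 and 20. With the mean over cells in place of the sum it was -0.76, within the counting error of the paper's value. For these log2 ratios, a gap is called closed when the values no longer differed beyond counting error, even if they were still apart. The other alternatives did not close the gap, and with cells taken by a UMI of Xcr1 or Clec9a it was 0.08. For H2-Q4 in control, the paper's value is -0.61, against -1.27. Resolution 2.0 (-0.96) and the cells with a UMI of Xcr1 or Clec9a (-0.78) closed the gap, and the others did not. For H2-Q4 with L-fuc, the paper's value is -1.95, against -1.61, and only resolution 2.0 (-1.83) closed the gap. For Tap2 with L-fuc, the paper's value is -0.39, against -0.91, and only resolution 2.0 (-0.61) closed the gap. For Cd209a in control, the paper's value is 3.34, against 2.40. Of the alternatives, only resolution 2.0 (3.29) came close to it. With a maximum of 20% mitochondrial UMIs (2.58) and no doublet removal (2.46) the value moved little, but the paper's value was then within counting error. With the others it was not.

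The paper's NES for L-fuc over control at day 7 are about 9.8 for Immune System, about 7.4 for Adaptive Immune System, about 6.1 for Innate Immune System and about 5.6 for MHC class II antigen presentation in Fig. 5A, read by eye. The values here were 1.46, 1.45, 1.48 and 1.14 in the same order. Fig. 5A heads its values as NES, but whether they were normalized as here could not be settled, so the 2 series are not necessarily on 1 scale. None of the alternatives closed the gap. The highest were those of the cells with a UMI of Xcr1 or Clec9a, at 1.84, 1.98, 1.68 and 1.88.

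The sub-clusters compared with the paper's cDC1 are not cDC1 alone, since 144 of their 152 cells at day 7 were in sub-cluster 11, which monocyte markers also led, and sub-cluster 20 held 4 cells in each library of day 7. The paper states that genes of antigen presentation were raised in cDC1 with L-fuc. In sub-clusters 11 and 20 at day 7, 12 of 24 class I genes and 8 of 17 class II genes were higher with L-fuc. The median log2 ratios were -0.06 and -0.02. The 8 class II genes included H2-Aa (0.51), H2-Ab1 (0.24) and Cd74 (0.20), while the cathepsins, Ciita, Lgmn, H2-Oa and H2-Ob were lower. With cells taken by a UMI of Xcr1 or Clec9a, the medians were 0.24 and 0.75, which is the paper's direction. Of these cells, 110 of 151 in control and 232 of 254 with L-fuc were in immune classes, and 53 and 130 were macrophages-like, so the make-up of the cells differed between the arms. The paper states that L-fuc raised the abundance of cDC1, and the ratio of sub-clusters 11 and 20 over all kept cells went in that direction (2.61), whereas over the immune cells it was 1.12 with an interval that holds 1.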

Other observations

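The tests of Ptprc in cells outside the immune classes, of hemoglobin genes and Sparc in other cells, of single barcodes and of thinned enrichment scores were chosen only after the results were seen.

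Although the labels describe sorted CD45-positive cells, 76.9% of the kept control cells and 46.3% of the kept L-fuc cells of day 7 were outside the immune classes. Immune cells whose profile is masked by RNA of lysed cells are argued against. Thinned to 1000 UMIs, which left out 754 cells, 3.59% (3.28% to 3.93%) of the control cells in unnamed clusters outside the immune classes held a UMI of Ptprc, the gene of CD45, against 40.1% of the T cells-like and 20.2% (18.2% to 22.4%) of the macrophages-like cells of that library. Before thinning the shares were 13.1%, 71.4% and 55.8%. Melanoma cells are a candidate explanation. Of 6 melanoma markers, 4 were at least 2-fold above the immune classes: Sox10 (380 against 28.9 CPM, UMIs per 1000000), Tyrp1 (20.5 against 2.00), Dct (0.800 against 0.0719) and Pmel (0.564 against 0.0862). Mitf was at 40.5 against 24.8, and Mlana had 8 UMIs. Another cell type of the tumor stays open. The incomplete purity of the sort and an effect of L-fuc on tumor cells were not separated.

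The highest log2 ratios of L-fuc over control in sub-clusters 11 and 20 at day 7 were those of Hbb-bt (4.50), S100a8, Hbb-bs (3.25), Hba-a1 (2.64) and Itga5 (2.51), and the lowest were those of Ighv6-6, Igkv13-84, Ighg2c, Igkc (-3.62) and Sparc (-3.52). RNA from other cells is argued against as the source of all of them, since S100a8 had a log2 ratio of -1.14 (-1.60 to -0.66) in T cells-like and -3.51 (-3.94 to -3.14) in macrophages-like cells, although in NK cells-like cells, on 1 control and 22 L-fuc UMIs, it was at 1.06 (-0.63 to 7.37). For the hemoglobin genes and Sparc it may be the source, as T cells-like cells showed the same directions, with 1.00 for Hbb-bt, 1.28 for Hbb-bs, 1.20 for Hba-a1 and -3.32 for Sparc. NK cells-like cells did too, with 1.98 for Hbb-bt and -2.96 for Sparc. For S100a8 and the 4 immunoglobulin genes, a single barcode is a candidate explanation. In the library where each was high, 1 barcode held at least 95.3% of the UMIs, as for S100a8 (54 of 54) and Ighv6-6 (267 of 268). Itga5 was not explained by either test, and no biological explanation was tested.

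The NES of broad immune sets was above 1 at day 7, and deeper L-fuc cells in sub-clusters 11 and 20 are a candidate explanation. The median was 5833.5 UMIs in L-fuc and 2897.5 in control. In simulated cells that differed in depth only, the NES of Immune System ran from 1.03 to 1.23, below the 1.46 of the real cells, so simulated depth did not account for all of it. With each real cell thinned to 1000 UMIs it was 1.09, and in 20 simulations of cells that shared 1 profile at that depth it ran from -1.24 to 1.32. The thinned scores of Adaptive Immune System (-0.815), MHC class II antigen presentation (-0.807) and C-type lectin receptors (1.44) lay within their simulated ranges too, which ended at 1.30, 1.12 and 1.46. The cross-presentation set of soluble antigens (1.63) and antigen processing and cross presentation (1.45), which holds all genes of the former, lay above theirs, which ended at 1.61 and 1.33. With genes ranked by the log2 ratio of summed UMIs these 2 sets had 0.796 and -0.313. The simulated cells at 1000 UMIs shared 1 profile too, so scores above their ranges do not show an effect of L-fuc. Thinning also removes counts, so a small effect of L-fuc could be lost by it and stays open.

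Clusters 19, 21 and 25 came almost only from the L-fuc library of day 21 and were led by immunoglobulin genes. Igkv1-110 had 2380, 2482 and 4078 CPM in them. RNA released by antibody-secreting cells of that library and cells that make it themselves cannot be told apart. Other cells of the library point both ways. In its macrophages-like cells, Igkv1-135 was at 21.8 CPM, Ighv1-37 at 11.7, Igkv19-93 at 7.90 and Ighv1-53 at 7.19, against 0.442, 0, 0 and 0 in those of the L-fuc library of day 7, as released RNA would give. Igkv1-110 was at 12.7 in them and at 37.5 at day 7, so it was not highest where those clusters are. Cells grouped by these genes hold more of them by construction, which keeps both open. Cluster 25 itself was led by genes of myeloid cells as well, such as Retnla and Ccl8. No biological explanation was tested.

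UMIs of Xcr1 or Clec9a were found in 15.2% of the macrophages-like cells of the L-fuc library of day 21 and in 8.52% of those of the control library, and after thinning to 1000 UMIs in 1.12% and 1.46%. Their cause was not tested.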
